# Identification of a Predominantly Interferon-λ-Induced Transcriptional Profile in Murine Intestinal Epithelial Cells

**DOI:** 10.3389/fimmu.2017.01302

**Published:** 2017-10-16

**Authors:** Tharini A. Selvakumar, Sudeep Bhushal, Ulrich Kalinke, Dagmar Wirth, Hansjörg Hauser, Mario Köster, Mathias W. Hornef

**Keywords:** interferon-lambda, intestinal epithelium, interleukin 28 receptor, transcription, gastrointestinal tract

## Abstract

Type I (α and β) and type III (λ) interferons (IFNs) induce the expression of a large set of antiviral effector molecules *via* their respective surface membrane receptors. Whereas most cell types respond to type I IFN, type III IFN preferentially acts on epithelial cells and protects mucosal organs such as the lung and gastrointestinal tract. Despite the engagement of different receptor molecules, the type I and type III IFN-induced signaling cascade and upregulated gene profile is thought to be largely identical. Here, we comparatively analyzed the response of gut epithelial cells to IFN-β and IFN-λ_2_ and identified a set of genes predominantly induced by IFN-λ_2_. We confirm the influence of epithelial cell polarization for enhanced type III receptor expression and demonstrate the induction of predominantly IFN-λ_2_-induced genes in the gut epithelium *in vivo*. Our results suggest that IFN-λ_2_ targets the epithelium and induces genes to adjust the antiviral host response to the requirements at mucosal body sites.

## Introduction

The interferon (IFN) family of cytokines acts to confer protection against various pathogens. They are categorized into three different types. Whereas the type II IFN, IFN-γ, plays a key role in the host response to intracellular bacteria and parasites, members of the type I IFNs-α and β and the more recently discovered type III IFNs-λ mediate antiviral protection (1–3). Type I and type III IFNs are secreted by a wide range of different cell types upon innate immune stimulation. Differences exist with respect to their transcriptional regulation due to a distinct transcription factor requirement explaining discrepancies in their expression kinetics (4–7). Type I and III IFNs share low amino acid similarity (15–20%) and bind to structurally very different heterodimeric receptor complexes comprised of the IFN-α receptor (IFNAR) 1 and 2 chain as well as the IFN-λ receptor (IFN-λR) 1 and the IL-10 receptor (IL-10R)β chain, respectively (2, 3). The type I IFN receptor is ubiquitously expressed by all nucleated cells although differences in the expression level and functional sensitivity have been reported (8, 9). By contrast, the type III IFN receptor is restricted to epithelial cells at mucosal body sites and distinct immune cell subpopulations such as for example polymorphonuclear cells (PMNs) (10–16). Consistently, epithelial cells of the gastrointestinal, respiratory, and reproductive tract were identified as primary targets for type III IFNs *in vivo* (8–11, 17–21). The type III IFN mediated effect on the epithelium of respiratory and gastrointestinal body surfaces thereby allow an early antiviral response in the absence of the systemic side effects and overt tissue inflammation (22).

Despite differences in their receptor utilization, both type I and type III IFNs engage the Jak/STAT signaling pathway leading to the formation of the IFN-stimulated gene factor (ISGF) 3 complex consisting of STAT1/2 heterodimers together with the interferon regulatory factor 9. ISGF3 translocates to the nucleus and binds to IFN-stimulated response elements in the promoter of so-called IFN-stimulated genes (ISGs) that ultimately generate the antiviral state. In addition to this canonical signaling, IFNAR and IFN-λR stimulation activates the mitogen-activated protein kinase pathways, i.e., the extracellular signal-regulated kinase (ERK)-1/2, the stress-activated protein kinase/c-Jun N-terminal kinase, and the p38 kinase as well as the phosphatidylinositol 3-kinase pathway *via* phosphorylation of Akt (12, 23). The functional contribution of these alternative signaling pathways *in vivo* has remained less well defined.

In accordance with the similarity of the induced signal transduction pathways, the spectrum of genes induced by the two types of IFNs is generally considered to be identical or very similar (12, 20, 24–30). This finding is consistent with the reported redundant or synergistic action of both types of IFN *in vivo* (17, 18, 20) and raises the question on the evolutionary benefit of the two distinct sets of antiviral IFNs and their respective receptors. One possible explanation is a quantitative difference in the cellular response and indeed *in vitro* studies suggested that the kinetics and magnitude of ISG induction differ between type I and type III IFN stimulation with type I IFN triggering a significantly faster and more potent transcriptional response (2, 3, 28, 29, 31, 32). However, IFN-λ was able to induce ISG expression and efficiently protect from viral infection of the intestinal and respiratory tract *in vivo* (8, 9, 17, 19, 21, 33). Another explanation might be previously undetected differences in the gene expression profile that shapes the IFN-λ response to better match the specific requirements of the mucosal antiviral host response. For example, IFN-λ may contribute to healing following mucosal tissue damage (34).

Comparative analyses of the transcriptional profile induced by type I versus type III IFN have so far been performed on hepatocytes, respiratory epithelial cells, lymphocytes, and total intestinal tissue and failed to identify IFN-λ-specific targets (12, 20, 24–30). The most discriminatory response between type I and type III IFN has, however, so far been reported at the intestinal epithelium which represents the entry port for many pathogenic viruses (9). We therefore took advantage of the recently established Mx2-luciferase transgenic gut epithelial IEC10 cells that exhibit many typical features of the intestinal epithelium and respond robustly to both type I and type III IFN (32). Comparative transcriptomic profiling of polarized intestinal epithelial cells identified a predominantly IFN-λ_2_-induced set of genes. Selected target genes were confirmed *in vivo* by an analysis of intestinal epithelial cells prepared from IFN-λ_2_ treated IFNAR^−/−^ mice, and the critical involvement of enterocyte polarization for IL-28R expression was demonstrated.

## Materials and Methods

### Ethics Statement

All animal experiments were performed in compliance with the German animal protection law (TierSchG) and approved by the local animal welfare committee Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit Oldenburg, Germany. Mice were housed under specific pathogen-free conditions and handled in accordance with regulations defined by FELASA and the national animal welfare body GV-SOLAS.^1^

### Animals

B6.A2G-Mx1-IFNAR1^−/−^ mice lacking functional type I IFN receptors (IFNAR1^−/−^), B6.A2G-Mx1-IL28Rα^−/−^ mice carrying intact *Mx1* alleles, and lacking a functional type III IFN receptor (IL28Rα^−/−^) were bred at the Central Mouse Facility of the Helmholtz Centre for Infection Research, Braunschweig and described elsewhere (17).

### *In Vitro* Cell Culture

The intestinal epithelial cell line (IEC) Mx2Luc was generated from a transgenic mouse containing the firefly luciferase gene under control of the Mx2 promoter region as described earlier (32). IECs were cultured at 37°C, 5% CO_2_, 95% RH and maintained in IEC medium (32). For cell culture under non-polarized conditions (2D), IECs were seeded in 12-well or 24-well plates at a seeding density of 2 × 10^5^ or 2 × 10^4^ cells, respectively, and grown to confluence. For cell culture under polarized conditions (3D), IECs were seeded at a cell density of 2 × 10^5^ cells/mL on 0.4 µm pore size transwell cell-culture inserts (Costar). Cells were allowed to grow for 21 days to attain polarization. The cell-culture medium was changed every 3 days, and transepithelial resistance was measured (EVOM, World Precision instruments) to determine the establishment of epithelial barrier integrity. IECs were stimulated with 500 U/mL IFN-β (19) or 20 ng/mL IFN-λ_2_ (Peprotech) in cell-culture medium.

### Isolation and Culture of Primary Cells

For isolation of primary intestinal epithelial cells, small intestinal tissue was harvested and cut into 3–4 cm pieces. The tissue-associated fat tissue was removed using forceps, and the intestine was turned inside out. The inverted tissue was mounted on an inoculation loop, incubated for 10 min in 30 mM EDTA at 37°C and subjected to centrifugal force with a biovortexer (Sigma) using 10–12 pulses with 1–2 s duration. Epithelial cell fragments were separated from contaminating lymphoid and myeloid single cells by threefold sedimentation at 1 × *g* for 20 min at 4°C leading to a final purity of E-cadherin positive epithelial cells of 85–90% (35). Bone marrow-derived dendritic cells (BMDCs) were obtained from female C57BL/6 WT mice by flushing the bone marrow from the cavities of femurs and tibiae. Erythrocytes were depleted with ACK lysis buffer (Thermo Fisher Scientific), and the cells were plated in 12-well cell-culture plates at a seeding density of 1 × 10^6^ cells/mL in the presence of Flt3L at 100 ng/mL (PeproTech, Rocky Hill, NJ, USA) in complete medium (RPMI supplemented with 10% heat-inactivated fetal bovine serum, 1% penicillin/streptomycin, 1% glutamine, and 50 µg/mL gentamicin). Cultures were replenished with fresh medium every other day and stimulated at day 7. Primary alveolar epithelial cells were isolated using a modified protocol previously established (36). Briefly, the trachea of the anesthetized and exsanguinated mice was exposed and the lungs were perfused with 10–20 mL sterile PBS buffer until they were free of blood. 1 mL of dispase (BD Biosciences) was flushed into the lungs *via* the trachea. The lungs were removed and placed in a cell-culture dish containing an additional 1 mL of dispase and were cut into small pieces. They were then transferred to a 15 mL Falcon and incubated for 45 min at 37°C with gentle shaking. The crude cell suspension was passed through a sterile 70 µm strainer, and the resulting cell suspension was centrifuged at 1,500 rpm for 5 min. The pellet obtained was incubated in 5 mL of ACK buffer for erythrocyte depletion for 5 min and subsequently subjected to another round of centrifugation at 1,500 rpm for 5 min. Cells were stained with Epcam-PE (eBioscience) and magnetically sorted (MACS anti-PE Microbeads, Miltenyi Biotec GmbH) to obtain a highly enriched population of epithelial cells. Cells were plated in 12-well cell-culture plates at a seeding density of 1 × 10^6^ cells/mL and stimulated after 5 days in culture.

### Gene Expression Analysis

RNA from cell-culture experiments was isolated using the RNeasy mini kit (Qiagen) based on silica membrane containing centrifugation columns following the manufacturer’s instructions. Total RNA from primary epithelial cells was isolated by guanidinium thiocyanate-phenol-chloroform extraction using Trizol LS reagent (Life Technologies) according to the manufacturer’s instructions. 1–2 µg RNA was reversely transcribed into cDNA using the RevertAid RT Kit (Thermo Fisher Scientific). Newly synthesized cDNA was subjected to quantitative real-time PCR analysis in a total volume of 20 µl, using the SYBR Green PCR Kit (BioRad) in combination with a LightCycler 480 II (Roche). The expression level of the house-keeping gene *β-actin* in IEC10 cells was unaffected by IFN-β or IFN-λ_2_ stimulation (Figure S2A in Supplementary Material). Changes in gene expression were calculated relative to the endogenous control *β-actin* using the formula 2^−ΔCt^. Experiments demonstrated no influence of IFN stimulation on the *β-actin* mRNA expression level (data not shown). The values obtained for individual genes after stimulation with IFN-β or IFN-λ_2_ were subsequently divided by the mean values found in untreated cells (PBS). Gene expression values are presented as fold induction over the unstimulated control. Statistical analysis was performed using a (non-parametric) one-way analysis of variance (ANOVA) test with Tukey’s post test, and the data are presented as mean ± SEM. The values obtained for *in vivo* gene expression were normalized to the endogenous control β-actin, statistically analyzed by the Mann–Whitney *U* test and are represented as mean ± SEM from two to three independent experiments. Murine PCR primers for *β-actin* (forward primer, 5′-TGG AAT CCT GTG GCA TCC ATG AAA C-3′ and reverse primer, 5′-TAA AAC GCA GCT CAG TAA CAG TCC G-3′), *Usp18* (forward primer, 5′-CAT CCT CCA GGG TTT TCA GA-3′ and reverse primer, 5′-AAG GAC CAG ATC ACG GAC AC-3′), *Ifi44* (forward primer, 5′-AAC TGA CTG CTC GCA ATA ATG T-3′ and reverse primer, 5′-GTA ACA CAG CAA TGC CTC TTG T-3′), *Ifit1* (forward primer, 5′-TGT TGA AGC AGA AGC ACA CA-3′ and reverse primer, 5′-TCT ACG CGA TGT TTC CTA CG-3′), *Mmp7* (forward primer, 5′-TAG GCG GAG ATG CTC ACT TT-3′ and reverse primer, 5′-TTC TGA ATG CCT GCA ATG TC-3′), *Serpinb1a* (forward primer, 5′-GCT GCT ACA GGA GGC ATT GC-3′ and reverse primer, 5′-CGG ATG GTC CAC TGT GAA TTC-3′), *Csprs* (forward primer, 5′-AGA GAG GCA GAG GGA CTG AG-3′ and reverse primer, 5′-GGC TTG GCT CCT GAA CAC TT-3′), *IL28R* (forward primer, 5′-CCC TGT TTC CTG ACA CTC CC-3′ and reverse primer, 5′-TCA GAA AAG TCC AGT GCC CG-3′), *IL10R* (forward primer, 5′-TCT CTT CCA CAG CAC C-3′ and reverse primer, 5′-GAA CAC CTC GCC CTC C-3′), *Ifnar1* (forward primer, 5′-CTG GTC TGT GAG CTG TAC TT-3′ and reverse primer, 5′-TCC CCG CAG TAT TGA TGA GT-3′), *Ifnar2* (forward primer, 5′-CTA TCG TAA TGC TGA AAC GG-3′ and reverse primer, 5′-CGT AAT TCC ACA GTC TCT TCT-3′).

### Microarray Analysis

Microarray analysis was performed in triplicates on 3D-grown unstimulated or IFN-stimulated IECs. RNA was extracted using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s protocol. Microarray data used or referred to in this publication were generated by the Research Core Unit Transcriptomics of Hannover Medical School. Synthesis of Cy3-labeled cRNA was performed with the Quick Amp Labeling kit, one color (Agilent Technologies) according to the manufacturer’s recommendations. cRNA fragmentation, hybridization, and washing steps were also carried out exactly as recommended: “One-Color Microarray-Based Gene Expression Analysis Protocol V5.7.” Microarray analysis was performed using Whole Mouse Genome Oligo Microarray GPL11202 (Agilent Technologies). Slides were scanned on the Agilent Micro Array Scanner G2565CA (pixel resolution 5 µm, bit depth 20). Data extraction was performed with the “Feature Extraction Software V10.7.3.1” by using the recommended default extraction protocol file: “GE1_107_Sep09.xml.” Measurements of on-chip replicates were averaged using the geometric mean of processed intensity values of the green channel, “gProcessedSignal” (gPS) to retrieve one resulting value per unique non-control probe. Single features were excluded from averaging, if they (i) were manually flagged, (ii) were identified as outliers by the feature extraction software, (iii) lie outside the interval of “1.42 × interquartile range” regarding the normalized gPS distribution of the respective on-chip replicate population, or, (iv) showed a coefficient of variation of pixel intensities per Feature that exceeded 0.5. Averaged gPS values were normalized by global linear scaling. For this approach, all gPS values of one sample were multiplied by an array-specific scaling factor. This factor was calculated by dividing a “reference 75th Percentile value” (set as 1,500 for the whole series) by the 75th Percentile value of the particular Microarray to be scaled (“Array I” in the formula shown below). Accordingly, normalized gPS values for all samples (microarray data sets) were calculated by the following formula: normalized gPSArray i = gPSArray i × (1,500/75th PercentileArray i). 

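The array-specific factors that brought the 75th percentile of the probe values to 1500 lay between 0.691 and 0.775 on the 8 arrays analysed here, with a median of 0.741. The authors' deposited value table was set against the scanner output of the same arrays. For the 23702 to 24149 probes per array that have a single feature and lie above the lower threshold, each deposited value divided by the feature's processed signal times the factor gave a ratio of 1, when the factor was taken from the 75th percentile that the scanner file itself yields over its features. That percentile lay between 2108 and 2388 units before scaling. The deposited values are therefore linear intensities in normalized gPS units.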

A lower intensity threshold (surrogate value) was defined based on intensity distribution of negative control features. This value was fixed at 15 normalized gPS units. 

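Each array carried 153 negative control features. After scaling, their median lay between 3.31 and 8.13 normalized gPS units on the 8 arrays, and between 93.5% and 100% of them were below 15 units. The highest median, 8.13 units, was measured on the array of IFN-λ2 replicate 2, where the 95th percentile of the negative controls was 21.1 units and thus above the threshold. Between 14685 and 15173 of the 39429 non-control probes per array were at the threshold value. Probes that the scanner software marked as well above background numbered between 20991, on the array of IFN-λ2 replicate 2, and 24252, on the array of IFN-β replicate 3.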

All measurements that fell below this intensity cutoff were substituted by the respective surrogate value of 15. The hierarchical clustering heatmap was generated using Qlucore Omics explorer (multigroup analysis: *p*-value = 0.003; *q*-value = 0.05; two-group analysis: *p*-value = 0.001; *q*-value = 0.05, fold change cutoff = 2). The group definitions for the IFN-induced genes (Figure 1C) were as follows: “predominantly IFN-λ_2_-induced gene”: fold increase by IFN-λ_2_ over control/fold increase by IFN-β over control >4.5 and fold increase by IFN-β over control <2; “strong IFN-λ_2_-induced gene”: fold increase by IFN-λ_2_ over control/fold increase by IFN-β over control >2 and fold increase by IFN-β over control >2: “Classical ISGs” were defined by their designation in the literature. Cluster of orthologous group analysis was performed using the PANTHER software.^2^ Expression array data are available through GEO Series accession number GSE91382.

**Figure 1:**
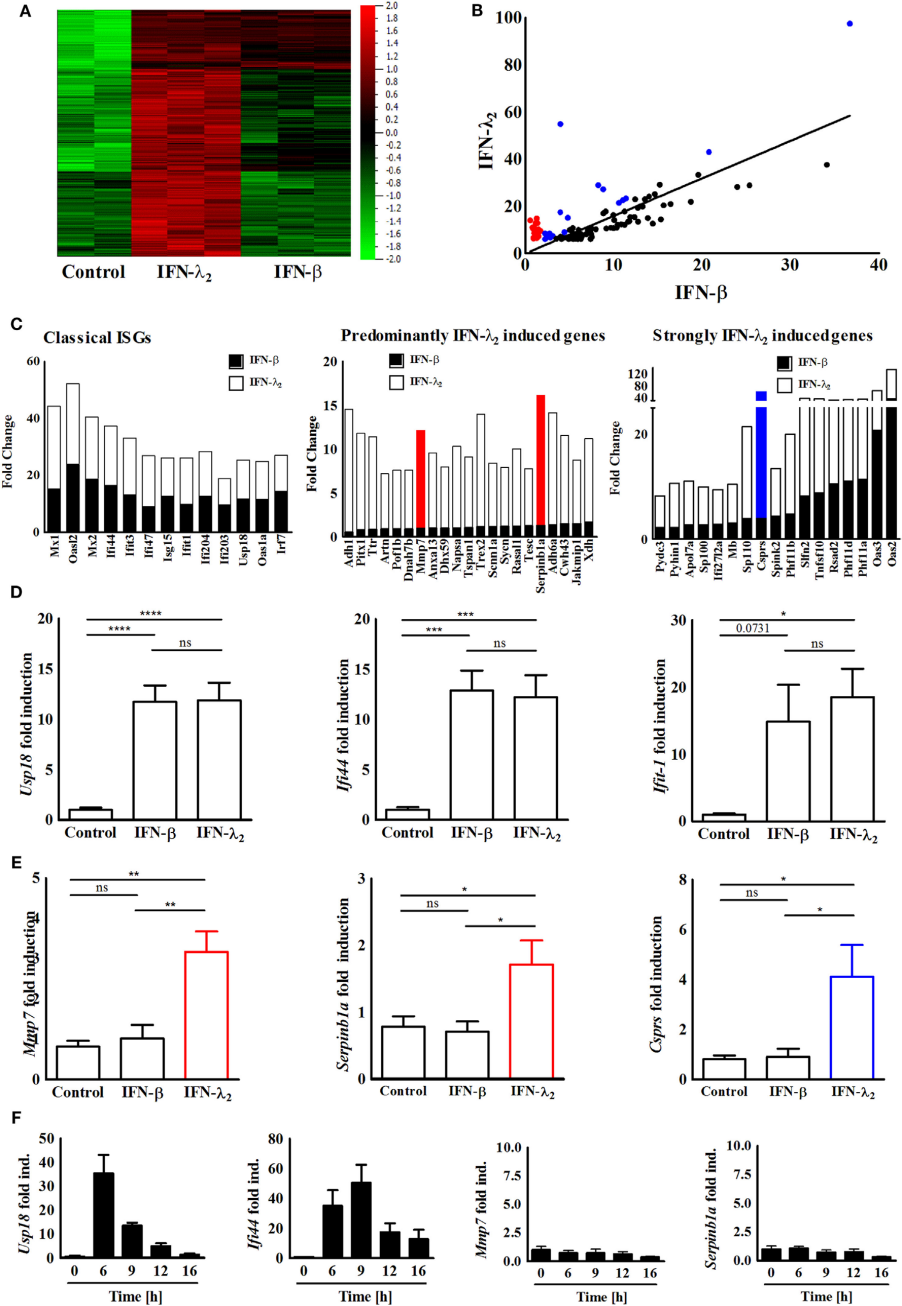
Identification and confirmation of a predominantly interferon (IFN)-λ_2_-induced gene expression profile. **(A)** Heatmap of the genes expressed by IEC10 cells cultured on transwell filter inserts and left untreated (PBS) or exposed to IFN-λ_2_ (20 ng/mL) or IFN-β (500 U/mL) for 9 h. Data were obtained using a global gene expression array. Multigroup comparison was carried out at *p* = 0.003, *q* = 0.05. **(B)** Selective analysis of the top 100 genes induced by IFN-λ_2_ as identified by fold increase over unstimulated control. Correlation graph showing the fold change of these 100 genes in respect to their induction by IFN-λ_2_ (20 ng/mL) versus IFN-β (500 U/mL) 9 h after stimulation. Red labeled dots illustrate a subgroup of genes that is predominantly induced by IFN-λ2; blue dots illustrate a subgroup of genes strongly induced by IFN-λ2 (for definition see Section “Materials and Methods”). **(C)** Graphical representation showing the fold change analysis of different gene subgroups [“classical antiviral IFN-stimulated genes (ISGs),” “predominantly IFN-λ_2_-induced genes,” “strongly IFN-λ_2_-induced genes”]. **(D,E)** Quantitative RT-PCR for **(D)** the prototypical ISGs *Usp18, Ifi44*, and *Ifit1*, **(E)** the predominantly IFN-λ_2_-induced ISGs *Mmp7, Serpinb1a*, and the strongly IFN-λ_2_-induced gene *Csprs* performed on total RNA isolated from IEC10 cells grown on transwell inserts and stimulated for 9 h with IFN-λ_2_ (20 ng/mL) or IFN-β (500 U/mL). The results are represented as mean ± SEM values from two to three independent experiments and are normalized to the values obtained for the housekeeping gene *β-actin*. Statistical significance was calculated using the one-way analysis of variance (with Tukey’s posttest). **(F)** Quantitative RT-PCR for the prototypical ISGs *Usp18* and *Ifi44* as well as the predominantly IFN-λ_2_-induced ISGs *Mmp7* and *Serpinb1a* performed on total RNA isolated from IEC10 cells grown on transwell filter inserts and stimulated with IFN-β (500 U/mL) for the indicated time period. The results represent the mean ± SEM values from two to three independent experiments and are normalized to the values obtained for the housekeeping gene *β-actin*.

### Statistical Analysis

The one-way ANOVA test (with Tukey’s posttest) and the Mann–Whitney *U* test were employed for statistical analysis of quantitative RT-PCR results. The GraphPad Prism Software 7.00 was used for statistical evaluation.

## Results

### IFN-λ_2_ Induces a Unique Transcriptional Profile in Polarized IECs

The recently described intestinal epithelial IEC10 cells exhibit many properties of the natural epithelium. They respond to both type I and type III IFNs and generate a robust antiviral state making them an ideal model to study IFN-induced gene expression (32). IEC10 cells were grown to confluency on transwell cell-culture inserts and left untreated or stimulated with IFN-β (500 U/mL) or IFN-λ_2_ (20 ng/mL) for 9 h. The selected IFN concentrations induced a submaximal stimulatory response (approximately 90% of the maximal Mx2 gene induction) in IEC10 cells for both cytokines as recently reported (32). Similar IFN concentrations have also been used in other comparative studies (9, 12, 20, 24–30). The stimulation time (9 h) was selected based on the kinetic of ISG (Mx2) induction following IFN-β and/or IFN-λ_2_ exposure and allowed a stable gene induction for both cytokines (Figure S1B in Supplementary Material). 

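The transcriptome data come from IEC10 cells, an immortalized mouse intestinal epithelial cell line, kept on transwell inserts for 21 days before stimulation. The arrays analysed here are 3 of cells stimulated with IFN-λ2 (20 ng/mL, replicates 1, 2 and 3), 3 of cells stimulated with IFN-β (500 U/mL, replicates 1, 2 and 3) and 2 of untreated control cells (replicates 2 and 3), all after 9 h. The methods name the RNeasy Mini Kit for RNA extraction, whereas the sample labels name Trizol. Each RNA was labelled with Cy3 and hybridized to 1 Agilent whole mouse genome array. The authors deposited the scanner output, in which each feature has a background-subtracted intensity in arbitrary units. Following the methods, features marked as outliers, uneven in their pixels or far from their on-chip copies were left out. This was done for probes with several copies and removed between 296 and 408 features per array. A probe with a single feature kept it, although 2 to 82 such features per array met a criterion for exclusion. The remaining intensities were averaged geometrically per probe, scaled to a 75th percentile of 1500, set to at least 15 units and converted to log2. Of 39429 probes, the 26009 above 15 units on at least 2 arrays were tested, and they stand for 20829 gene names. The groups were compared with limma's moderated tests on all 8 arrays, which share 1 estimate of the spread, with Benjamini-Hochberg adjustment over the probes. A probe is counted as higher or lower when its adjusted p is under 0.05 and its change is at least 2-fold. A probe that is not well above background on every array of a group has only a bound there. Its fold is then given as at least a value, computed from the mean log2 signal of the brighter group and, for each array of the dimmer group, the higher of the probe's own signal and the lowest signal that the array measured well above background. Such a value allows for the background of the dimmer group and not for the spread between replicates. Replicates of a group differed by a median of 0.09 to 0.16 on the log2 scale, and no 2 arrays of a group held an identical value for a probe above 15 units on both. Each slide carried the arrays of 1 replicate number, and each group always had the same position on the slide. The small number of arrays, above all the 2 control arrays, limits the precision of every value.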

Total RNA was isolated and subjected to transcriptome analysis. Normalization and multigroup analysis (ANOVA) revealed a total of 2,465 significantly differentially regulated genes (*q*-value = 0.05, *p*-value = 0.003). 

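In limma's moderated F-test over the 3 groups, 4013 of the 26009 probes, with 3606 gene names, differed at an adjusted p under 0.05. At the unadjusted p of 0.003 that the methods name, 2880 probes with 2606 gene names passed. The plain F-test of the methods on the same values gave 2441 probes at that p. Correction of the background with normexp and an offset of 50 units, in place of the scanner software's subtraction, moved the number the most, to 1800 probes. With the replicate number added as a block, 2528 probes differed. Without the array of IFN-λ2 replicate 1 the number was 1962.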

Figure 1A illustrates the genes significantly induced by IFN-β and/or IFN-λ. 

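Compared with untreated cells, 697 probes were higher and 305 lower after IFN-λ2, and 229 were higher and 8 lower after IFN-β. With the replicate number as a block, 4 were lower after IFN-β. The numbers of lower probes depended on the processing. With normexp, 508 probes were higher and 72 lower after IFN-λ2, and 189 higher and 1 lower after IFN-β. The methods' t-test at an unadjusted p of 0.001 gave 297 higher and 62 lower after IFN-λ2, and 156 and 3 after IFN-β. Of the 697 and 229 probes that were higher, 216 passed with both cytokines, 481 with IFN-λ2 and not IFN-β, and 13 with IFN-β and not IFN-λ2. Passing with 1 cytokine alone does not show a difference between the 2. In the direct comparison, 305 of the 481 probes were also higher with IFN-λ2 than with IFN-β, and 5 of the 13 were higher with IFN-β than with IFN-λ2. Of the same 481 probes, 375 had a mean above the control after IFN-β. The largest increases measured on all arrays of both groups were those of Oas2, with a log2 change of 6.60 (standard error 0.15, adjusted p = 1.79e-06 from limma) after IFN-λ2 and of 5.22 (standard error 0.15, adjusted p = 5.64e-06 from limma) after IFN-β. For Zbp1 the log2 changes were 5.26 and 5.14, and it did not differ between the cytokines (log2 difference 0.11, adjusted p = 0.677 from limma), while the other probe of Zbp1, which was not well above background in the control, was 1.66-fold higher with IFN-λ2 than with IFN-β (adjusted p = 0.0263 from limma). The self-test on simulated arrays of this design recovered 90.5% of 200 probes changed by 2 on the log2 scale for IFN-λ2 against control and 92% for IFN-β against control.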

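When the arrays of cells stimulated with IFN-λ2 were compared directly with those of cells stimulated with IFN-β, 375 probes with 334 gene names were higher and 199 probes lower after IFN-λ2. Of all probes tested, 32.3% had the 3 IFN-λ2 arrays all above or all below the 3 IFN-β arrays, which chance gives for 10% of probes. Other readings of high expression after IFN-λ2 but not IFN-β gave 481 probes, when the probe had to be higher than control with IFN-λ2 and not with IFN-β, and 396 probes, when IFN-λ2 was set against the control and IFN-β arrays together. The methods' t-test with a fold change of 2 gave 202 higher and 83 lower probes at an unadjusted p of 0.001. After Benjamini-Hochberg adjustment it gave 285 higher and 127 lower probes. With normexp, 244 probes were higher and 36 lower. Without the array of IFN-λ2 replicate 1, 145 probes were lower, and without that of IFN-β replicate 2, 435 were. Among the probes measured on all arrays of both groups, the largest differences were those of Csprs, LOC100041903, Mmp7, Serpinb1a and 0610040J01Rik, with log2 differences of 3.86, 3.73, 3.65, 3.45 and 3.36. The paper gives the number of genes in its own comparison and, as a separate approach, selects the genes with the highest induction by IFN-λ2.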

In a second approach, we subjected the genes through a two-group analysis (filtering criteria: *q*-value = 0.0499, *p*-value = 0.001, fold change cutoff = 2) and observed that 349 genes were highly expressed after stimulation with IFN-λ_2_ but not IFN-β (Figure S2A in Supplementary Material). In a third approach, the top 100 (fold over control) IFN-λ_2_-induced genes were selected (Table 1) and examined in a correlation analysis for their induction by IFN-β versus IFN-λ_2_ revealing a majority of classical ISGs including the prototypical antiviral genes *Ifi44* and *Ifit1* as presented in Figures 1B,C (left panel). Among these genes, also a group of genes predominantly induced by IFN-λ_2_ and a group of genes strongly induced by IFN-λ_2_ was identified (Figure 1B labeled in red and blue, respectively, and Figure 1C middle and right panel). These genes were found to be mainly involved in cellular and metabolic processes and cellular responses to stimuli such as innate host defense, substrate transport and ion homeostasis (Figures S2B,C in Supplementary Material). 

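The 100 probes with the highest mean log2 increase after IFN-λ2 stand for 89 genes. All 100 passed the threshold on the adjusted p of limma's test, with fitted folds over control from 8.32 to 97.1 and a median of 14.9. The fold is measured on every control and IFN-λ2 array for 76 of the probes, and the other 24 rest on a group that was not well above background on every array, so that their rank is not fixed. Of the 100 rows of Table 1, 69 name a gene of these probes. For the probes whose folds match the printed ones, all 100 rows were higher with IFN-λ2 than control, both over all probes tested and when adjusted over the list alone, and 79 were higher with IFN-β than control by either adjustment. The list was chosen on these same arrays, so the adjustment over the list alone is not independent evidence. Across the 100 probes the log2 changes with the 2 cytokines had a Pearson correlation of 0.502 and a Spearman correlation of 0.612. Both changes use the same 2 control arrays. Unchanged groups simulated against shared controls and ranked the same way gave Pearson correlations from 0.088 to 0.524 in 95% of 200 simulations. Their median was 0.341, and the observed value lies within this range. The simulated probes vary by noise alone, whereas these 100 rose between 8.32-fold and 97.1-fold over control. The range therefore does not show how much of the correlation comes from the shared controls. Probes are not independent replicates. Without the lower threshold the Pearson correlation was 0.391, and with normexp it was 0.646. The 13 classical antiviral genes of Figure 1C rose between 12.0-fold and 29.6-fold with IFN-λ2 and between 8.50-fold and 24.4-fold with IFN-β, and 1 of the 13 was at least 2-fold higher with IFN-λ2 than with IFN-β at an adjusted p under 0.05.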

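By the paper's definitions, 16 of the 100 probes were predominantly induced and 22 strongly induced by IFN-λ2. All 38 were higher with IFN-λ2 than with IFN-β in limma's direct comparison. The definitions use the ratio of the folds on these same arrays and so fix the direction and the 2-fold part of that call. Only the adjusted p could have failed. The fitted folds of the 16 predominantly induced probes had a median of 10.8 with IFN-λ2 and 1.02 with IFN-β, and 8 of the probes were measured on every control and IFN-λ2 array, the others being limited by the background. For the 22 strongly induced probes, 15 of them measured on these arrays, the medians were 17.9 and 5.50. With a ratio threshold of 1.5 in place of 2, 43 probes would count as strongly induced, and with one of 2.5, 15 probes. Of the 21 genes that Figure 1C shows as predominantly induced, all 21 were higher with IFN-λ2 than control and than IFN-β, with fitted log2 changes over control from -0.59 to 0.82 with IFN-β. On 11 of the 21, both control arrays were well above background. Of the 17 genes shown as strongly induced, all 17 were higher with either cytokine than control, and 15 were at least 2-fold higher with IFN-λ2 than with IFN-β. These counts were the same when adjusted over the list alone, and the paper chose both lists on these arrays. From the ratio of the folds and the fold with IFN-β, the paper identifies these 2 groups of genes.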

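On the arrays, Mmp7 (probe on chromosome 9 of mm9, 7697641 to 7697700) had 435 ± 108 normalized gPS units in untreated cells (SD, n = 2), 5289 ± 1090 after IFN-λ2 (SD, n = 3) and 416 ± 11.6 after IFN-β (SD, n = 3). It was higher by 3.61 on the log2 scale after IFN-λ2 than in the control (standard error 0.20, adjusted p = 6.24e-05 from limma) and did not differ between IFN-β and control (log2 change -0.04, adjusted p = 0.962 from limma). Serpinb1a (chromosome 13, 32934693 to 32934752) rose from 120 ± 0.281 units (SD, n = 2) to 1781 ± 531 (SD, n = 3) after IFN-λ2, a log2 change of 3.85 with an adjusted p of 0.000104 from limma, and had 158 ± 12.9 units (SD, n = 3) after IFN-β (adjusted p = 0.576 from limma). Csprs, whose probe lies on unplaced sequence of chromosome 8, had 28.4 ± 5.02 units (SD, n = 2) in the control, 1669 ± 237 (SD, n = 3) after IFN-λ2 and 114 ± 9.47 (SD, n = 3) after IFN-β. Its log2 changes were 5.88 with IFN-λ2 and 2.02 with IFN-β, and it was higher with IFN-λ2 than with IFN-β by 3.86 (adjusted p = 0.000121 from limma). With normexp the change of Csprs after IFN-β was 0.96 on the log2 scale and no longer reached 2-fold. Of the other probes that carry the name Csprs, one was well above background on 0 control arrays and on 2 of 3 IFN-λ2 arrays. Its value of 1.83-fold after IFN-λ2 is therefore not a firm bound. The other probe changed by 0.76 on the log2 scale after IFN-λ2. Usp18 (chromosome 6, 121220874 to 121220933) rose 13.7-fold with IFN-λ2 and 11.8-fold with IFN-β, Ifi44 (chromosome 3, 151394035 to 151394094) 20.2-fold and 17.3-fold, and Ifit1 (chromosome 19, 34723796 to 34723855) 16.3-fold and 9.94-fold. Between the cytokines, Usp18 and Ifi44 did not differ (adjusted p = 0.314 and 0.454 from limma), while Ifit1 was 1.64-fold higher with IFN-λ2 (adjusted p = 0.00252 from limma). With each array left out in turn, the log2 difference between IFN-λ2 and IFN-β stayed between 3.49 and 3.76 for Mmp7 and between 3.24 and 3.68 for Serpinb1a.

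**Figure D1:**
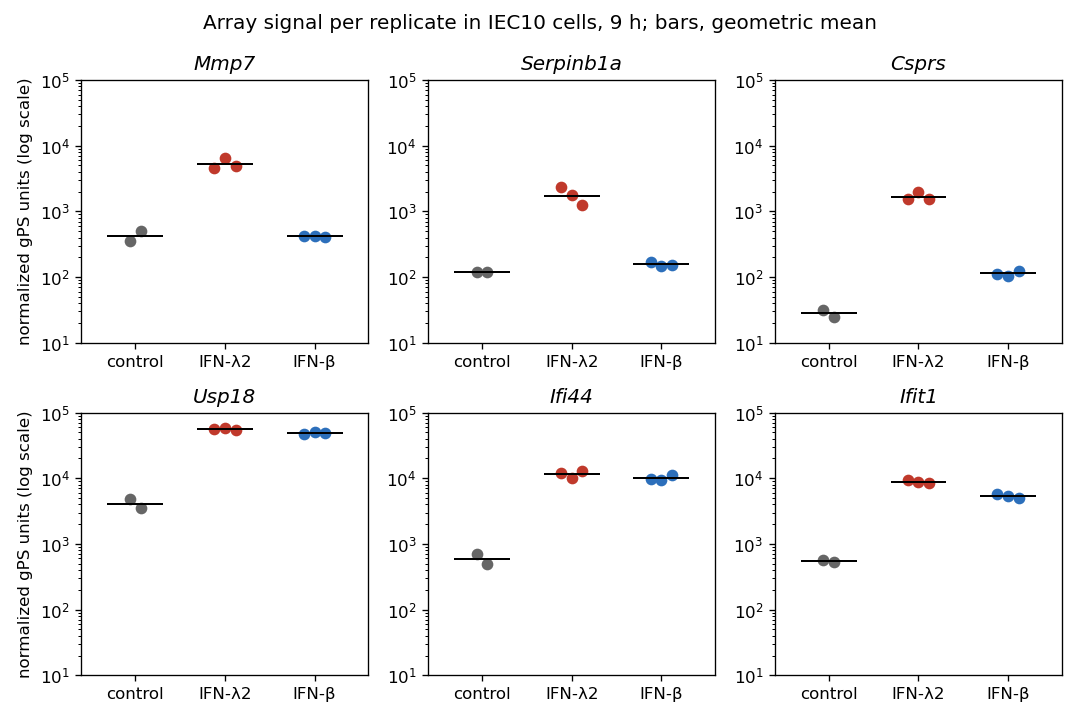
Normalized gPS units (log axis) of the 6 genes on each array, with 1 point per array in the control (n = 2), IFN-λ2 (n = 3) and IFN-β (n = 3) groups and a bar at the geometric mean. The IFN-λ2 arrays of Mmp7 lie between 4504 and 6533 units, above all control and IFN-β arrays.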

Two predominantly IFN-λ_2_-induced genes, *Mmp7* and *Serpinb1a*, one strongly IFN-λ_2_-induced gene, *Csprs*, as well as the classical antiviral ISGs *Usp18, Ifi44*, and *Ifit1* were randomly selected and their transcriptional profile upon stimulation with type I or type III IFN for 9 h was confirmed by quantitative RT-PCR (Figures 1D,E). IFN-β was unable to induce expression of the predominantly IFN-λ_2_-induced genes *Mmp7* and *Serpinb1a* also at other time points (Figure 1F; Figure S3 in Supplementary Material).

**Table 1:** Top 100 genes induced by IFN-λ2.

Accession ID	Description	Gene name	IFN-λ_2_ fold change	IFN-β fold change	IFN-λ2/IFN-β
NM_145227	*Mus musculus* 2′-5′ oligoadenylate synthetase 2 (Oas2), mRNA [NM_145227]	Oas2	97.48	36.70	2.66
NM_033616	*M. musculus* component of Sp100-rs (Csprs), mRNA [NM_033616]	Csprs	54.87	3.97	13.82
NM_145226	*M. musculus* 2′-5′ oligoadenylate synthetase 3 (Oas3), mRNA [NM_145226]	Oas3	43.04	20.77	2.07
NM_001139519	*M. musculus* Z-DNA binding protein 1 (Zbp1), transcript variant 2, mRNA [NM_001139519]	Zbp1	37.57	34.11	1.10
NM_030150	*M. musculus* DEXH (Asp–Glu–X-His) box polypeptide 58 (Dhx58), mRNA [NM_030150]	Dhx58	33.28	19.56	1.70
NM_010846	*M. musculus* myxovirus (influenza virus) resistance 1 (Mx1), mRNA [NM_010846]	Mx1	29.16	15.19	1.92
NM_011408	*M. musculus* schlafen 2 (Slfn2), mRNA [NM_011408]	Slfn2	28.93	8.24	3.51
NM_001289492	*M. musculus* guanylate binding protein 3 (Gbp3), transcript variant 1, mRNA [NM_001289492]	Gbp3	28.85	25.35	1.14
NM_011854	*M. musculus* 2′-5′ oligoadenylate synthetase-like 2 (Oasl2), mRNA [NM_011854]	Oasl2	28.19	23.97	1.18
NM_009425	*M. musculus* tumor necrosis factor (ligand) superfamily, member 10 (Tnfsf10), mRNA [NM_009425]	Tnfsf10	27.23	8.80	3.09
NM_001168660	*M. musculus* apolipoprotein L 9b (Apol9b), transcript variant 1, mRNA [NM_001168660]	Apol9b	25.14	14.63	1.72
NM_173786	*M. musculus* apolipoprotein L 9a (Apol9a), transcript variant 1, mRNA [NM_173786]	Apol9a	24.11	13.99	1.72
NM_172603	*M. musculus* PHD finger protein 11A (Phf11a), mRNA [NM_172603]	Phf11a	23.35	11.38	2.05
NM_010821	*M. musculus* macrophage expressed gene 1 (Mpeg1), mRNA [NM_010821]	Mpeg1	22.94	13.51	1.70
NM_001146275	*M. musculus* interferon-inducible GTPase 1 (Iigp1), transcript variant 2, mRNA [NM_001146275]	Iigp1	22.93	12.41	1.85
NM_199015	*M. musculus* PHD finger protein 11D (Phf11d), mRNA [NM_199015]	Phf11d	22.59	11.04	2.05
NM_013606	*M. musculus* myxovirus (influenza virus) resistance 2 (Mx2), transcript variant 1, mRNA [NM_013606]	Mx2	21.84	18.72	1.17
NM_021384	*M. musculus* radical *S*-adenosyl methionine domain containing 2 (Rsad2), mRNA [NM_021384]	Rsad2	21.38	10.58	2.02
NM_133871	*M. musculus* interferon (IFN)-induced protein 44 (Ifi44), mRNA [NM_133871]	Ifi44	20.93	16.42	1.27
NM_009099	*M. musculus* tripartite motif-containing 30A (Trim30a), mRNA [NM_009099]	Trim30a	20.39	15.62	1.31
NM_010501	*M. musculus* IFN-induced protein with tetratricopeptide repeats 3 (Ifit3), mRNA [NM_010501]	Ifit3	19.90	13.26	1.50
NM_199146	*M. musculus* tripartite motif-containing 30D (Trim30d), transcript variant 1, mRNA [NM_199146]	Trim30d	19.29	12.74	1.52
NM_001145164	*M. musculus* T cell-specific GTPase 2 (Tgtp2), mRNA [NM_001145164]	Tgtp2	17.80	11.22	1.59
NM_001271676	*M. musculus* IFN-λ-inducible protein 47 (Ifi47), transcript variant 2, mRNA [NM_001271676]	Ifi47	17.74	9.09	1.95
NM_175397	*M. musculus* Sp110 nuclear body protein (Sp110), transcript variant 1, mRNA [NM_175397]	Sp110	17.45	3.95	4.42
NM_011579	*M. musculus* T cell-specific GTPase 1 (Tgtp1), mRNA [NM_011579]	Tgtp1	16.98	8.83	1.92
NM_008331	*M. musculus* IFN-induced protein with tetratricopeptide repeats 1 (Ifit1), mRNA [NM_008331]	Ifit1	16.27	9.94	1.64
ENSMUST00000 102642	Ubiquitin-conjugating enzyme E2L 6 [source:MGI Symbol;Acc:MGI: 1914500] [ENSMUST00000102642]	Ube2l6	15.38	12.34	1.25
NM_001037713	*M. musculus* XIAP-associated factor 1 (Xaf1), transcript variant 1, mRNA [NM_001037713]	Xaf1	15.35	11.86	1.29
NM_001164327	*M. musculus* PHD finger protein 11B (Phf11b), mRNA [NM_001164327]	Phf11b	15.13	4.81	3.15
XM_006497295	PREDICTED: *M. musculus* IFN-activated gene 204 (Ifi204), transcript variant X1, mRNA [XM_006497295]	Ifi204	14.98	13.86	1.08
NM_025429	*M. musculus* serine (or cysteine) peptidase inhibitor, clade B, member 1a (Serpinb1a), mRNA [NM_025429]	Serpinb1a	14.83	1.29	11.51
NM_001045481	*M. musculus* IFN-activated gene 203 (Ifi203), transcript variant 1, mRNA [NM_001045481]	Ifi203	14.38	15.34	0.94
NM_020557	*M. musculus* cytidine monophosphate (UMP-CMP) kinase 2, mitochondrial (Cmpk2), mRNA [NM_020557]	Cmpk2	14.15	10.05	1.41
NM_007409	*M. musculus* alcohol dehydrogenase 1 (class I) (Adh1), mRNA [NM_007409]	Adh1	13.97	0.55	25.50
NM_011909	*M. musculus* ubiquitin-specific peptidase 18 (Usp18), mRNA [NM_011909]	Usp18	13.66	11.75	1.16
NM_015783	*M. musculus* ISG15 ubiquitin-like modifier (Isg15), mRNA [NM_015783]	Isg15	13.41	12.75	1.05
NM_145211	*M. musculus* 2′-5′ oligoadenylate synthetase 1A (Oas1a), mRNA [NM_145211]	Oas1a	13.37	11.59	1.15
NM_011907	*M. musculus* three prime repair exonuclease 2 (Trex2), mRNA [NM_011907]	Trex2	12.85	1.15	11.16
NM_026945	*M. musculus* alcohol dehydrogenase 6A (class V) (Adh6a), mRNA [NM_026945]	Adh6a	12.79	1.37	9.37
NM_016850	*M. musculus* interferon regulatory factor 7 (Irf7), transcript variant 1, mRNA [NM_016850]	Irf7	12.58	14.41	0.87
NM_001039530	*M. musculus* poly (ADP-ribose) polymerase family, member 14 (Parp14), mRNA [NM_001039530]	Parp14	12.29	10.84	1.13
NM_001033450	*M. musculus* myeloid cell nuclear differentiation antigen (Mnda), mRNA [NM_001033450]	Mnda	12.14	11.22	1.08
NM_145211	*M. musculus* 2′-5′ Oas1a, mRNA [NM_145211]	Oas1a	12.10	10.42	1.16
NM_010810	*M. musculus* matrix metallopeptidase 7 (Mmp7), mRNA [NM_010810]	Mmp7	11.17	0.97	11.57
NM_011097	*M. musculus* paired-like homeodomain transcription factor 1 (Pitx1), mRNA [NM_011097]	Pitx1	11.00	0.80	13.70
NM_023386	*M. musculus* receptor transporter protein 4 (Rtp4), mRNA [NM_023386]	Rtp4	10.93	10.34	1.06
NM_010260	*M. musculus* guanylate binding protein 2 (Gbp2), mRNA [NM_010260]	Gbp2	10.82	9.66	1.12
NM_007986	*M. musculus* fibroblast activation protein (Fap), mRNA [NM_007986]	Fap	10.68	5.36	1.99
NM 028967	*M. musculus* basic leucine zipper transcription factor, ATF-like 2 (Batf2), mRNA [NM_028967]	Batf2	10.66	9.97	1.07
NM_013697	*M. musculus* transthyretin (Ttr), mRNA [NM_013697]	Ttr	10.58	0.86	12.33
NM_145153	*M. musculus* 2′-5′ oligoadenylate synthetase 1F (Oas1f), mRNA [NM_145153]	Oas1f	10.56	9.16	1.15
NM_001146007	*M. musculus* tripartite motif-containing 12C (Trim12c), transcript variant 1, mRNA [NM_001146007]	Trim12c	10.50	7.49	1.40
NM_019440	*M. musculus* immunity-related GTPase family M member 2 (Irgm2), mRNA [NM_019440]	Irgm2	10.22	7.98	1.28
NM_181323	*M. musculus* cell wall biogenesis 43 C-terminal homolog (*S. cerevisiae*) (Cwh43), mRNA [NM_181323]	Cwh43	10.08	1.49	6.76
NM_194336	*M. musculus* guanylate binding protein 6 (Gbp6), mRNA [NM_194336]	Gbp6	9.99	6.01	1.66
NM_001170853	*M. musculus* myeloid nuclear differentiation antigen like (Mndal), mRNA [NM_001170853]	Mndal	9.94	7.07	1.41
NM_001256005	*M. musculus* guanylate binding protein 4 (Gbp4), transcript variant 1, mRNA [NM_001256005]	Gbp4	9.93	5.02	1.98
NM_011723	*M. musculus* xanthine dehydrogenase (Xdh), mRNA [NM_011723]	Xdh	9.49	1.71	5.54
NM_008437	*M. musculus* napsin A aspartic peptidase (Napsa), mRNA [NM_008437]	Napsa	9.31	1.02	9.13
NM_183284	*M. musculus* serine peptidase inhibitor, Kazal type 2 (Spink2), transcript variant 2, mRNA [NM_183284]	Spink2	9.00	4.41	2.04
NM_013832	*M. musculus* RAS protein activator like 1 (GAP1 like) (Rasal1), transcript variant 1, mRNA [NM_013832]	Rasal1	8.79	1.23	7.15
NM_027211	*M. musculus* annexin A13 (Anxa13), mRNA [NM_027211]	Anxa13	8.58	1.00	8.58
NM_145209	*M. musculus* 2′-5′ oligoadenylate synthetase-like 1 (Oasl1), mRNA [NM_145209]	Oasl1	8.48	5.36	1.58
NM_008505	*M. musculus* LIM domain only 2 (Lmo2), transcript variant 1, mRNA [NM_008505]	Lmo2	8.40	6.16	1.36
NM_175026	*M. musculus* pyrin and HIN domain family, member 1 (Pyhin1), mRNA [NM_175026]	Pyhin1	8.38	2.22	3.77
NM_029419	*M. musculus* apolipoprotein L 7a (Apol7a), transcript variant 1, mRNA [NM_029419]	Apol7a	8.36	2.73	3.06
NM_023141	*M. musculus* torsin family 3, member A (Tor3a), mRNA [NM_023141]	Tor3a	8.32	7.42	1.12
NM_008326	*M. musculus* immunity-related GTPase family M member 1 (Irgm1), mRNA [NM_008326]	Irgm1	8.16	6.84	1.19
NM_011852	*M. musculus* 2′-5′ oligoadenylate synthetase 1G (Oas1g), mRNA [NM_011852]	Oas1g	8.11	5.56	1.46
NM_145545	*M. musculus* guanylate binding protein 7 (Gbp7), transcript variant 1, mRNA [NM_145545]	Gbp7	8.11	6.28	1.29
NM_010708	*M. musculus* lectin, galactose binding, soluble 9 (Lgals9), transcript variant 1, mRNA [NM_010708]	Lgals9	8.06	6.89	1.17
NM_133681	*M. musculus* tetraspanin 1 (Tspan1), mRNA [NM_133681]	Tspan1	8.05	1.07	7.56
NM_010426	*M. musculus* forkhead box F1 (Foxf1), mRNA [NM_010426]	Foxf1	7.67	6.22	1.23
NM_013593	*M. musculus* myoglobin (Mb), transcript variant 2, mRNA [NM_013593]	Mb	7.33	3.09	2.37
NM_178394	*M. musculus* janus kinase and microtubule interacting protein 1 (Jakmip1), mRNA [NM_178394]	Jakmip1	7.24	1.49	4.85
NM_013673	*M. musculus* nuclear antigen Sp100 (Sp100), mRNA [NM_013673]	Sp100	7.23	2.74	2.64
NM_011324	*M. musculus* sodium channel, non-voltage-gated 1 alpha (Scnn1a), mRNA [NM_011324]	Scnn1a	7.22	1.18	6.10
NM_145226	*M. musculus* 2′-5′ oligoadenylate synthetase 3 (Oas4), mRNA [NM_145226]	Oas4	7.04	3.98	1.77
NM_001139519	*M. musculus* Z-DNA binding protein 2 (Zbp2), transcript variant 2, mRNA [NM_001139519]	Zbp2	6.99	6.35	1.10
NM_030150	*M. musculus* DEXH (Asp–Glu–X-His) box polypeptide 58 (Dhx58), mRNA [NM_030150]	Dhx59	6.98	1.01	6.93
NM_025378	*M. musculus* IFN-induced transmembrane protein 3 (Ifitm3), mRNA [NM_025378]	Ifitm3	6.94	7.55	0.92
NM_197944	*M. musculus* hematopoietic SH2 domain containing (Hsh2d), mRNA [NM_197944]	Hsh2d	6.72	4.40	1.53
NM_001160386	*M. musculus* dynein, axonemal, heavy chain 7B (Dnah7b), mRNA [NM_001160386]	Dnah7b	6.72	0.92	7.29
NM_026716	*M. musculus* syncollin (Sycn), mRNA [NM_026716]	Sycn	6.71	1.21	5.53
NM_023835	*M. musculus* tripartite motif-containing 12A (Trim12a), mRNA [NM_023835]	Trim12a	6.70	5.83	1.15
NM_181579	*M. musculus* premature ovarian failure 1B (Pof1b), mRNA [NM_181579]	Pof1b	6.68	0.92	7.26
NM_029803	*M. musculus* IFN, alpha-inducible protein 27-like 2A (Ifi27l2a), transcript variant 1, mRNA [NM_029803]	Ifi27l2a	6.65	2.82	2.36
NM_021344	*M. musculus* tescalcin (Tesc), mRNA [NM_021344]	Tesc	6.51	1.28	5.09
NM_181728	*M. musculus* ADP-ribosyltransferase 3 (Art3), mRNA [NM_181728]	Art3	6.45	5.17	1.25
NM_001284192	*M. musculus* artemin (Artn), transcript variant 2, mRNA [NM_001284192]	Artn	6.29	0.91	6.91
NM_029000	*M. musculus* GTPase, very large IFN-inducible 1 (Gvin1), transcript variant 1, mRNA [NM_029000]	Gvin1	6.16	5.74	1.07
NM_013585	*M. musculus* proteasome (prosome, macropain) subunit, beta type 9 (large multifunctional peptidase 2) (Psmb9), mRNA [NM_013585]	Psmb9	6.16	3.51	1.76
NM_001146007	*M. musculus* tripartite motif-containing 12C (Trim12c), transcript variant 1, mRNA [NM_001146007]	Trim12c	6.11	5.41	1.13
NM_023141	*M. musculus* torsin family 3, member A (Tor3a), mRNA [NM_023141]	Tor3a	6.11	5.96	1.03
NR_030671	*M. musculus* expressed sequence AW011738 (AW011738), long non-coding RNA [NR_030671]	AW01173 8	6.11	7.36	0.83
NM_021274	*M. musculus* chemokine (C–X–C motif) ligand 10 (Cxcl10), mRNA [NM_021274]	Cxcl10	6.10	4.89	1.25
NM_001025208	*M. musculus* MHC class I family member (LOC547349), mRNA [NM_001025208]	LOC5473 49	6.10	4.08	1.49
NM_030253	*M. musculus* poly (ADP-ribose) polymerase family, member 9 (Parp9), mRNA [NM_030253]	Parp9	6.04	6.28	0.96
NM_001162938	*M. musculus* pyrin domain containing 3 (Pydc3), mRNA [NM_001162938]	Pydc3	6.03	2.21	2.72

### Expression of Predominantly IFN-λ_2_-Induced Genes Requires Epithelial Cell Polarization

Apical–basolateral polarization represents a key feature of intestinal epithelial cells and is intimately linked to their physiological function such as barrier formation and nutrient absorption. To investigate the influence of cell polarization on IFN-induced gene expression, IEC10 cells were grown on conventional flat bottom culture dishes (2D) and stimulated with IFN-β (500 U/mL) or IFN-λ_2_ (20 ng/mL) for 9 h. RT-PCR confirmed the ability of IFN-β and IFN-λ_2_ to enhance the expression of the prototypical ISGs *Usp18, Ifi44*, and *Ifit1* (Figure 2A). The Usp18, Ifi44, and Ifit1 mRNA levels reached in response to IFN-λ_2_ were less pronounced as compared with under polarized conditions. Due to the lower gene expression levels of unstimulated controls, however, the fold induction was unchanged or even increased (Figure 1D). Notably, IFN-λ_2_ failed to enhance the expression of *Mmp7, Serpinb1a*, and *Csprs* under non-polarizing conditions (Figure 2B). Epithelial polarization might therefore critically influence the qualitative IFN-λ response. In an attempt to understand the underlying mechanism, IEC10 cells grown on flat bottom culture dishes (2D) or transwell inserts (3D) were comparatively examined for the expression levels of the IFN receptor molecules under homeostatic conditions. Epithelial cells displayed significantly increased levels of the IL-28Rα and IL-10Rβ chain expression when they attained polarization as compared with their non-polarized state (Figure 2C) whereas no influence of polarization was noted for the type I IFN receptor IFNAR1 and 2 (Figure 2D) consistent with a recent report (37).

**Figure 2:**
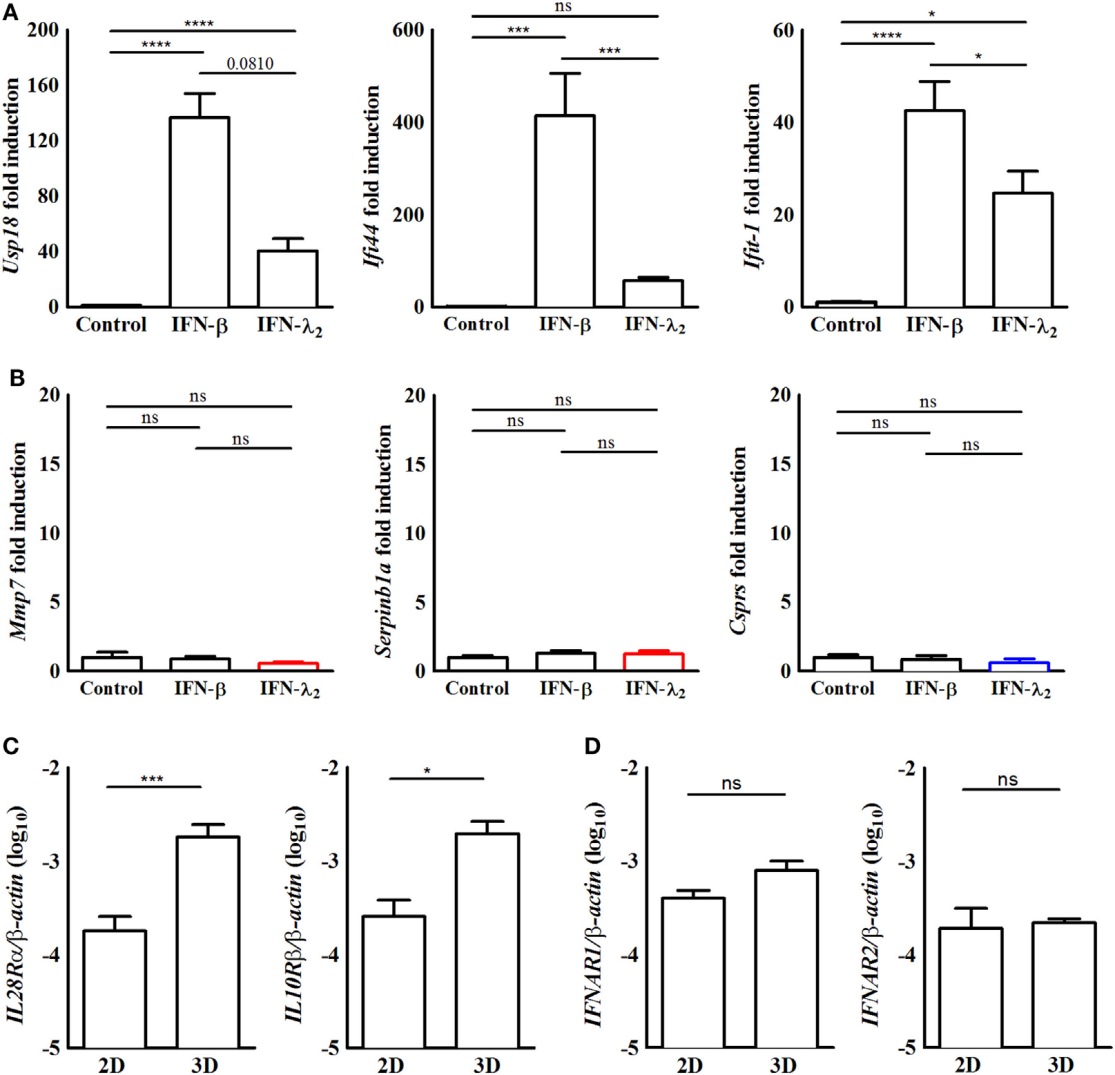
The induction of predominantly interferon (IFN)-λ_2_-induced genes requires epithelial polarization. **(A,B)** Quantitative RT-PCR for **(A)** the prototypical IFN-stimulated genes (ISGs) *Usp18*, I*fi44*, and *Ifit1* or **(B)** the predominantly IFN-λ-induced ISGs *Mmp7, Serpinb1a*, and *Csprs* performed on total RNA isolated from IEC10 cells grown in conventional flat bottom 12-well tissue culture plates under 2D conditions and stimulated for 9 h with IFN-λ_2_ (20 ng/mL) or IFN-β (500 U/mL). The results represent the mean ± SEM values from two independent experiments and are normalized to the values obtained for the housekeeping gene *β-actin*. Statistical significance was calculated using a one-way analysis of variance (with Tukey’s posttest). **(C,D)** Quantitative RT-PCR for **(C)** IL-28Rα and IL-10 receptor (IL-10R)β and **(D)** IFNAR1 and IFNAR2 performed on total RNA isolated from unstimulated IEC10 cells grown either on conventional flat bottom tissue culture plates (2D) or transwell inserts (3D). The results are normalized to the values obtained for β-actin and are represented as mean ± SEM values from two independent experiments performed in quadruplicates. Statistical significance was calculated using the Mann–Whitney *U* test.

### Cell-Type Specificity of the IFN-λ-Induced Transcriptional Profile

Dendritic cells were reported to respond to type III IFN (14, 38). Therefore, BMDCs were examined following stimulation with IFN-β (500 U/mL) or IFN-λ_2_ (20 ng/mL) for 9 h by RT-PCR. Expression of the prototypical ISGs *Usp18, Ifi44*, and *Ifit1* was increased following exposure to IFN-β. By contrast, no influence of IFN-λ_2_ on the expression level of *Usp18, Ifi44*, and *Ifit1* (Figure 3A) or the expression level of *Mmp7, Serpinb1a*, and *Csprs* was observed (Figure 3B). To determine if the predominantly IFN-λ_2_-induced gene signature was restricted to the epithelial cells of the intestine, we next analyzed epithelial cells of another important mucosal organ, the lung. Lung epithelial cells have previously been reported to express receptors for both, type I and type III IFNs. Primary lung epithelial cells cultured for 5 days before stimulation were analyzed. Stimulation with IFN-β (500 U/mL) or IFN-λ_2_ (20 ng/mL) for 9 h induced a significant increase of the prototypical ISGs *Usp18, Ifi44*, and *Ifit1* (Figure 3C) but failed to enhance the expression level of *Mmp7* and *Serpinb1a* (Figure 3D). *Csprs* expression was significantly enhanced by IFN-β but not IFN-λ_2_ indicating a more pronounced effect of IFN-λ_2_ on intestinal as compared with lung epithelial cells.

**Figure 3:**
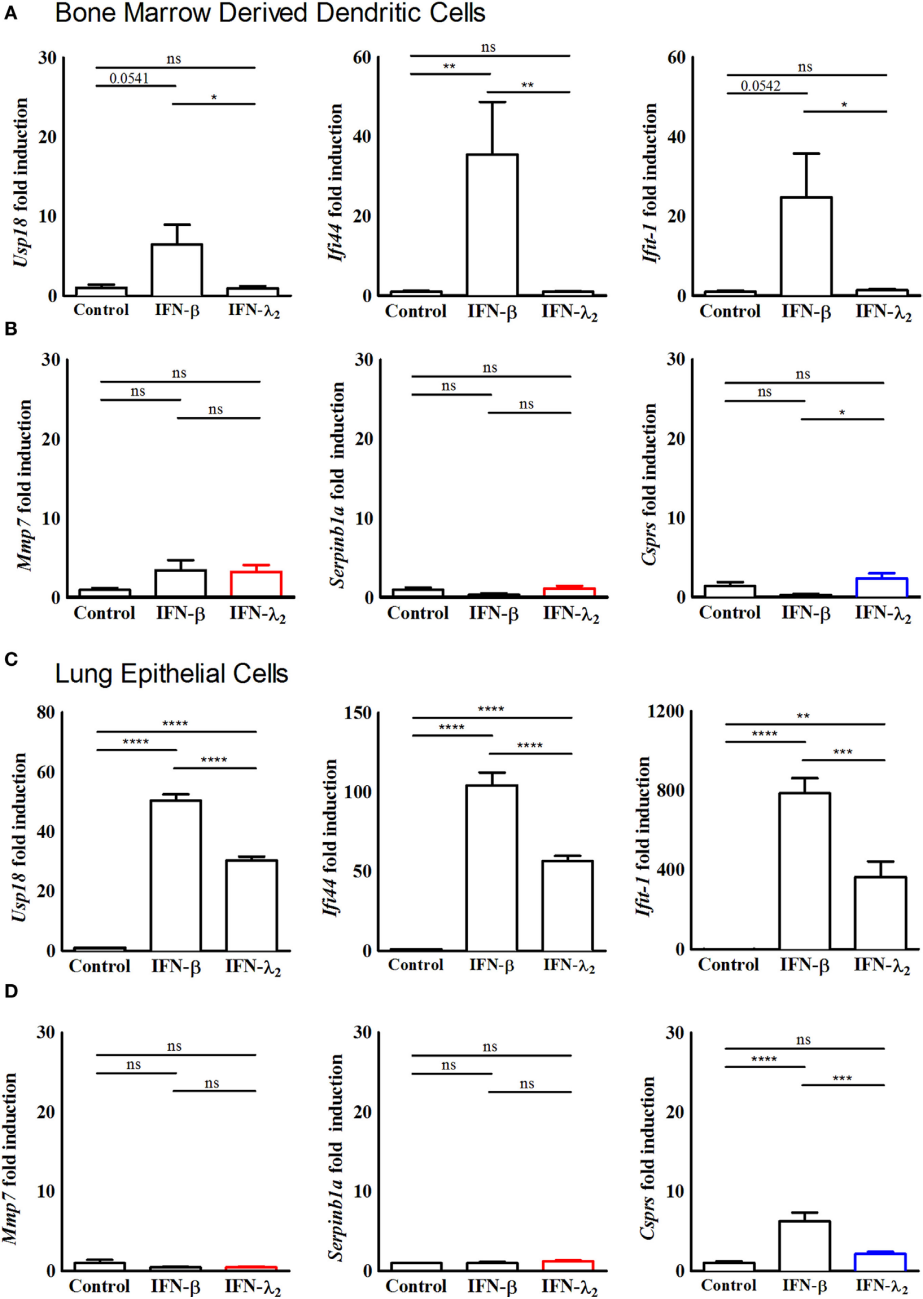
Predominantly interferon (IFN)-λ-induced genes are not induced in bone marrow-derived dendritic cells and primary lung epithelial cells. **(A,B)** Quantitative RT-PCR for **(A)** the prototypical IFN-stimulated genes (ISGs) *Usp18, Ifi44*, and *Ifit1* and **(B)** the predominantly IFN-λ-induced ISGs *Mmp7, Serpinb1a*, and *Csprs* performed on total RNA isolated from bone marrow-derived dendritic cells isolated from 8-week-old female wild-type mice and cultured *in vitro* for 7 days. The dendritic cells were stimulated with Flt3 ligand to initiate maturation, following which they were stimulated with IFN-λ_2_ (20 ng/mL) or IFN-β (500 U/mL) for 9 h. **(C,D)** Quantitative RT-PCR for **(C)** the prototypical ISGs *Usp18, Ifi44*, and *Ifit1* and **(D)** the predominantly IFN-λ-induced ISGs *Mmp7* and *Serpinb1a* and *Csprs* performed on total RNA isolated from primary lung epithelial cells isolated from 8-week-old female wild-type mice and cultured *in vitro* for 5 days before stimulation for 9 h with IFN-λ_2_ (20 ng/mL) or IFN-β (500 U/mL). The results are normalized to β-actin and are represented as mean ± SEM values from two independent experiments performed in quadruplicates. Statistical significance was calculated using a one-way analysis of variance (with Tukey’s posttest).

### *In Vivo* Induction of the IFN-λ_2_ Stimulated Gene Signature

To confirm expression of the predominantly IFN-λ-induced genes *in vivo*, 8-week-old IFNAR1-deficient female mice were intraperitoneally stimulated with 1 µg murine IFN-λ_2_. 9 h after administration, intestinal epithelial cells were prepared and analyzed by RT-PCR. IFN-λ_2_ administration significantly enhanced expression of the prototypic ISG *Ifit1* (Figure 4A). It also significantly enhanced the expression level of the predominantly IFN-λ-induced genes *Mmp7* (Figure 4B) and *Serpinb1a* (Figure 4C). By contrast, intraperitoneal administration of 500 U IFN-β to IL-28R deficient failed to induce the prototypic ISG *Ifit1* (Figure 4D). Also, neither an increase of *Mmp7* (Figure 4E) nor *Serpinb1a* expression was observed (Figure 4F). Immunostaining subsequently confirmed induction of the prototypic ISG IFIT1 in the intestinal villus epithelium of IFN-λ_2_ treated IFNAR1-deficient animals (Figure 4G). Finally, also enhanced expression of the predominantly IFN-λ_2_-induced target MMP7 was noted in crypt based Paneth cells of IFNAR1-deficient animals following IFN-λ_2_ administration (Figure 4H).

**Figure 4:**
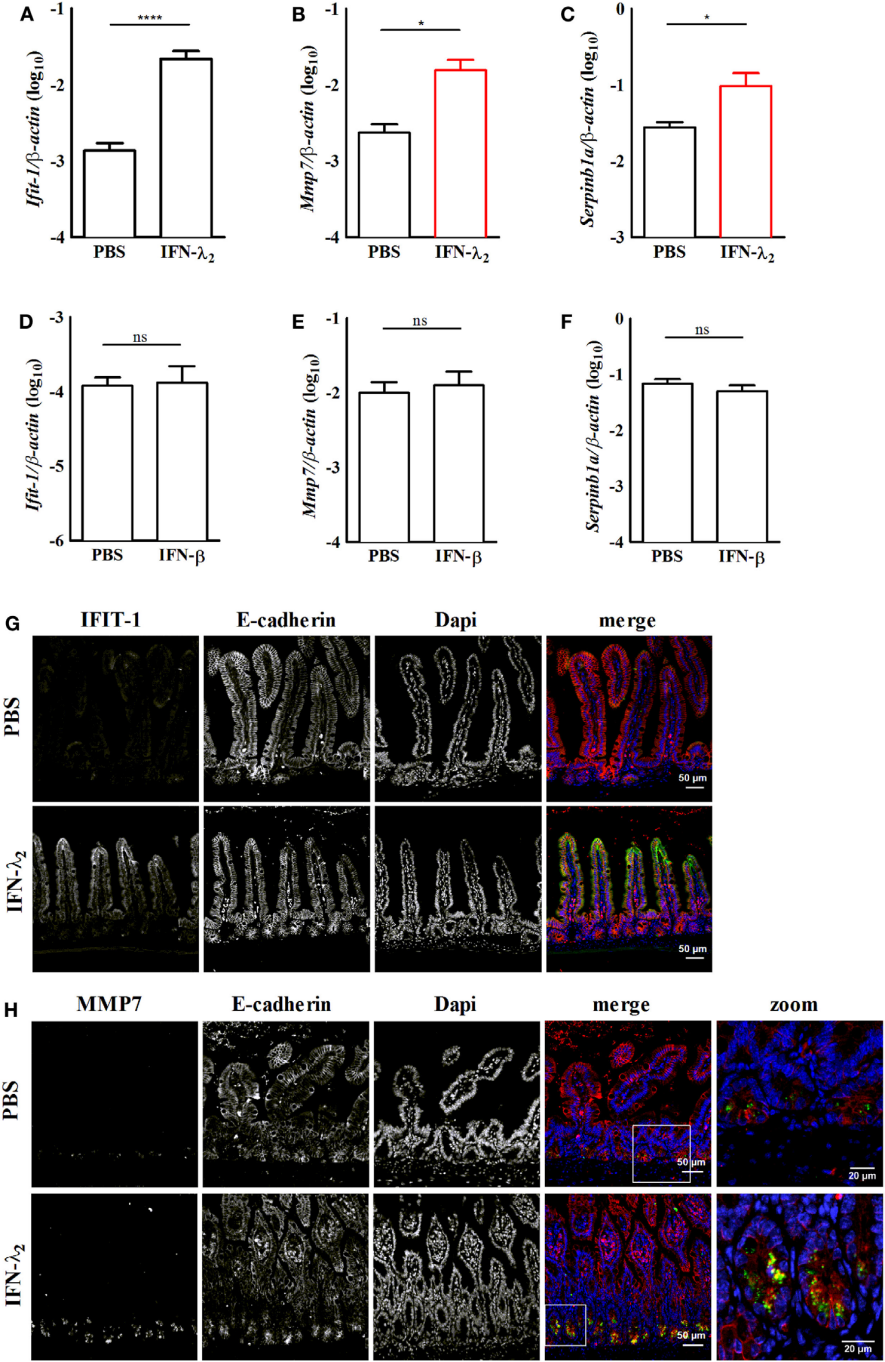
*In vivo* confirmation of the expression of predominantly interferon (IFN)-λ_2_-induced genes in the intestinal epithelium. Primary intestinal epithelial cells were isolated from IFNAR1^−/−^ **(A–C)** or IL28R^−/−^ **(D–F)** female 8-week-old adult mice 9 h after intraperitoneal injection of IFN-λ_2_ [1 µg, **(A)**] or IFN-β [500 U, **(D)**], respectively. Control animals in each group received PBS. Quantitative RT-PCR for the prototypical IFN-stimulated gene (ISG) *Ifit1* [**(A)**, *n* = 12 animals per group; **(D)**, *n* = 8 animals per group], the predominantly IFN-λ_2_-induced ISGs *Mmp7* [**(B)**, *n* = 8 animals per group; **(E)**, 8 animals per group] and *Serpinb1a* [**(C)**, *n* = 12 animals per group; **(F)**, 8 animals per group] performed on total RNA prepared from primary intestinal epithelial cells. Epithelial cells were isolated from PBS or IFN-λ_2_ treated IFNAR1^−/−^ mice or PBS or IFN-β treated IL28R^−/−^ animals. The results are normalized to β-actin and are represented as mean ± SEM from two to three independent experiments. Statistical analysis was performed using the Mann–Whitney *U* test. **(G,H)** Paraffin-embedded samples from IFNAR1^−/−^ mice treated with PBS or IFN-λ_2_ as indicated were subjected to simultaneous staining for **(G)** IFIT1 (green) and E-cadherin (red) or for **(H)** MMP7 (green) and E-cadherin (red). Counterstaining was performed with DAPI (blue). White squares depict the zoomed area of the merged images in panel **(H)**. Scale 50 and 20 µm in the zoomed areas.

## Discussion

The major biological difference between type I and type III IFN was shown to reside in their organ and cell-type tropism. Whereas most nucleated cells respond to type I IFN, type III IFN appears to play a non-redundant role in the protection of epithelial cells at mucosal body sites such as the gastrointestinal and respiratory tract *in vivo* (8, 9, 18). This renders type III IFNs critical components of the epithelial antiviral host response and raises the question of the evolutionary benefit of an additional epithelium-specific IFN system. First, an epithelium-specific antiviral host response acts early during the infectious challenge and may be able to cope with the microbial challenge in the absence of the well-known side effects of a systemic IFN response (39, 40). Indeed, a recent study demonstrated that the early protective IFN-λ effect occurs in the absence of significant tissue inflammation, which might be particularly important in respect to the function of the respiratory and gastrointestinal tract (22). Consistently, IFN-λ has been shown to also exert an immunomodulatory effect on PMNs (15, 16). The use of IFN-λ as an alternative therapeutic option to type I IFN has been therefore suggested for human viral hepatitis in an attempt to reduce the systemic side effects (41). Second, type III IFN may be able to simultaneously induce gene products that tailor the response to fit the needs of an anti-infectious host response at colonized mucosal surfaces.

Previous studies did not identify a type III IFN-specific gene profile (12, 20, 24–30). Notably, however, these studies employed hepatocytes or immortalized liver cell lines as well as lung epithelial cells possibly missing out on genes involved to maintain host–microbial homeostasis at the most densely colonized body surface, the intestinal tract. The striking species-specific activity of type III IFN on human but not mouse hepatocytes underlines the exceptional phenotype of hepatocytes (42). Also, our results revealed no expression of the predominantly IFN-λ-induced genes in lung epithelial cells. Intestinal epithelial cells might therefore represent the most promising cell type to investigate an IFN-λ_2_-specific cell response. Indeed, differences in the IFN receptor signal cascade have previously been observed between different cell types (12, 23, 43).

In this study, we employed a recently described immortalized intestinal epithelial cell line that exhibits a potent response to both type I and III IFN (32). These cells express a number of typical intestinal epithelial cell marker proteins and exhibit a polarized growth with increase in the transepithelial electrical resistance when cultured on porous transwell culture surfaces. Most importantly, stimulation of ISGs in IEC10 cells was induced by both, type I and III IFN in a dose-dependent manner. This cell-culture model therefore represents an ideal tool to investigate the differential response to type I versus type III IFN at the intestinal epithelial lining. In addition, we employed IL-28R and IFNAR-deficient animals in combination with protocols to isolate highly enriched primary gut epithelial cells to confirm the induction of a predominantly IFN-λ-induced gene, *Mmp7, in vivo* (9).

Comparative analysis of IFN-β versus IFN-λ_2_ stimulated IEC10 cells resulted in the identification of a predominantly IFN-λ_2_-induced gene expression profile. The identified genes do not belong to the previously defined group of classical ISGs associated with viral inhibition but their function demonstrates a clear association with the gut epithelial barrier function. MMP7 plays a critical role in tissue remodeling, encodes an immunomodulatory activity and activates Paneth cell-derived antimicrobial peptides (44). 

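On the arrays, Ttr, the gene of transthyretin (probe on chromosome 18 of mm9, 20828519 to 20828577), was well above background on all 3 arrays of IFN-λ2, with 267 ± 152 normalized gPS units (SD, n = 3), and on 0 arrays of control or IFN-β. It was at least 13.1-fold higher with IFN-λ2 than control and at least 11.6-fold higher than with IFN-β (adjusted p = 0.00158 and 0.00152 from limma). Anxa13 (chromosome 15, 58173475 to 58173534) had 160 ± 54.6 units (SD, n = 3) after IFN-λ2 and was at least 8.74-fold above control, where it was well above background on neither array, and at least 6.82-fold above IFN-β, where 1 of 3 arrays measured it (adjusted p = 0.000328 and 0.00054 from limma). Scnn1a (chromosome 6, 125294843 to 125294902) was measured on all arrays. It had 616 ± 6.78 units in the control (SD, n = 2), 4358 ± 587 after IFN-λ2 (SD, n = 3) and 719 ± 79.7 after IFN-β (SD, n = 3), which is 7.03-fold higher with IFN-λ2 than control and 6.05-fold higher than with IFN-β (adjusted p = 3.76e-05 and 0.000149 from limma). For Slc4a7, 2 probes were tested. The one with the higher mean signal (chromosome 14, 15632353 to 15632412) had 2435 ± 88.1 units in the control (SD, n = 2), 2129 ± 156 after IFN-λ2 (SD, n = 3) and 2277 ± 77.8 after IFN-β (SD, n = 3) and did not differ between IFN-λ2 and control (log2 change -0.20, adjusted p = 0.159 from limma). The other one varied between arrays of the same group, from 197 to 4933 units in the control and from 695 to 8105 after IFN-λ2, so that its log2 change of 1.66 after IFN-λ2 had a standard error of 1.65 (adjusted p = 0.526 from limma).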

Other gene products such as the vitamin A transporter transthyretin, the ${\text{Na}}^{+}\;{\text{HCO}}_{\text{3}}^{-}$-cotransporter NBCn1 (Slc4a7), the surface membrane protein annexin A13 or the Na channel α-ENaC (encoded by Scnn1A) may contribute to metabolism, transcellular transport and ion homeostasis at the epithelium (45, 46). The dynein protein Dnah7b (dynein axonemal heavy chain 7B) the mucin-synthesis core 2 1,6-*N*-acetylglucosaminyltransferase enzyme (C2GnT-M encoded by the GCNT3 gene) and the desmosome protein premature ovarian failure 1B (Pof1b) may reinforce epithelial barrier formation (47–49). 

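Dnah7b, listed under the older symbol Dnahc7b (probe on chromosome 1 of mm9, 46430286 to 46430345), had 131 ± 36.7 normalized gPS units (SD, n = 3) after IFN-λ2. It was well above background on 1 of 2 control arrays and on 0 IFN-β arrays, and was at least 6.55-fold higher with IFN-λ2 than control and at least 6.14-fold higher than with IFN-β (adjusted p = 0.000401 and 0.000539 from limma). Gcnt3 (chromosome 9, 69879436 to 69879495) was at the threshold of 15 units on both control arrays and had 126 ± 35.2 units (SD, n = 3) after IFN-λ2. It was at least 6.96-fold above control and at least 5.70-fold above IFN-β, where 1 of 3 arrays measured it (adjusted p = 0.000274 and 0.000539 from limma). Pof1b (chromosome X, 109756588 to 109756647) had 116 ± 21.9 units (SD, n = 3) after IFN-λ2 and was well above background on neither control array and on 1 of 3 IFN-β arrays. Its increase was at least 6.46-fold over control and at least 4.69-fold over IFN-β (adjusted p = 0.00782 and 0.0116 from limma). Without control replicate 3, or for the comparison with IFN-β without IFN-λ2 replicate 1, the adjusted p of Pof1b rose above the threshold, to 0.056 and 0.051.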

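Pitx1 (probe on chromosome 13 of mm9, 55926417 to 55926476) had 210 ± 50.8 normalized gPS units (SD, n = 3) after IFN-λ2. It was well above background on 1 of 2 control arrays and was at the threshold of 15 units on all 3 IFN-β arrays. It was at least 9.30-fold higher with IFN-λ2 than control and at least 9.83-fold higher than with IFN-β (adjusted p = 0.000293 and 0.000323 from limma). Rasal1 (chromosome 5, 121129217 to 121129275) had 172 ± 69.9 units (SD, n = 3) after IFN-λ2 and was measured on 1 of 2 control arrays and 2 of 3 IFN-β arrays. Its increase was at least 8.35-fold over control and at least 6.66-fold over IFN-β (adjusted p = 0.0015 and 0.0023 from limma). With each array left out in turn, both genes kept an adjusted p under the threshold in both comparisons.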

Other proteins such as the HIF1-associated regulator paired-like homeodomain pituitary transcription factor Pitx1 or the Ca dependent GTPase RAS protein activator (Rasal1) may be involved to tailor cellular functions and epithelial gene expression (50, 51). Thus, enhanced expression of predominantly IFN-λ_2_-induced gene products may help to control the inflammatory reaction at impaired mucosal body sites and reconstitute the epithelial barrier integrity and host–microbial homeostasis following viral clearance.

This hypothesis is also consistent with the fact that type III IFNs belong to the IL-10 cytokine family, a large group of cytokines that also includes IL-10, IL-19, IL-20, IL-22, IL-24, and IL-26. Members of this family play a critical role in the maintenance and repair of the epithelial barrier function during infectious and inflammatory challenges (52). They exhibit a strong immunomodulatory activity illustrating the adverse effect of uncontrolled mucosal inflammation and the need to maintain the integrity of body surfaces and host–microbial homeostasis. This is nicely illustrated by IL-10 that is able to repress pro-inflammatory responses playing a critical role to maintain mucosal homeostasis in the colon (53). Also, IL-22 strengthens the mucosal barrier and induces antibacterial effector molecules in the absence of an inflammatory response. Of note, IL-22 and type III IFN were recently shown to synergize to restrict viral replication at the intestinal epithelium (54).

Cell polarization appears to play a critical role for the expression of the predominantly IFN-λ_2_-induced gene profile. Apical–basolateral polarization represents a key feature of intestinal epithelial cells and has previously been functionally associated with the response of gut epithelial cells to IFN (9). Strikingly, epithelial cell polarization significantly enhanced the expression level of the IL-28Rα chain but not of the IFNAR receptor complex confirming a previous report (37). It is therefore tempting to speculate on a possible functional link between the level of expression of the type III IFN receptor and the ability to induce additional cellular signal transduction pathways ultimately inducing a predominantly IFN-λ_2_-induced gene profile. Alternatively, the cell polarization itself may influence downstream events of the IL-28 receptor complex. Future investigations will be needed to identify and dissect the involved signaling pathways.

In conclusion, we here report on the first evidence for the existence of a predominantly IFN-λ_2_-induced gene expression profile in polarized intestinal epithelial cells *in vitro* and *in vivo*. Expression of predominantly IFN-λ_2_-induced genes was restricted to gut epithelial cells and required apical–basolateral cell polarization. The existence of a predominantly IFN-λ-induced gene set at the intestinal epithelium might significant extend the biological role of IFN-λ and shed light on the particular situation at microbially colonized mucosal surfaces during infectious challenges.

## Ethics Statement

All animal experiments were performed in compliance with the German animal protection law (TierSchG) and approved by the local animal welfare committee Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit Oldenburg, Germany. Mice were housed under specific pathogen-free conditions and handled in accordance with regulations defined by FELASA and the national animal welfare body GV-SOLAS (www.gv-solas.de/index.html).

## Author Contributions

TS, SB, MK, and MH performed experiments. TS, SB, MK, DW, HH, and MH planned the experiments and evaluated the results. HH, MK, and UK provided critical reagents. TS, MK, DW, HH, UK, and MH wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

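Gene expression was measured on 8 arrays of IEC10 cells grown on transwell inserts: 2 of untreated cells, 3 of cells stimulated with IFN-λ2 (20 ng/mL) and 3 of cells stimulated with IFN-β (500 U/mL), each for 9 h. Samples were grouped by their labels and by the paper's description. The replicate numbers are those of the labels, where the control group starts at replicate 2, and a control replicate 1 was not analysed here. The RT-PCR, immunostaining and in vivo measurements of the paper and its ontology analysis were not analysed here.

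The authors scanned 1-color Agilent arrays with Feature Extraction 10.7.3.1 and deposited, for each array, the intensity of every feature before any scaling between arrays. They also deposited a table of processed intensities, on a linear scale, which was found to be the processed signal times 1500 over the file's own 75th percentile, with values under 15 set to 15. Feature Extraction had already subtracted the background from the processed signal.

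From the scanner output, control features were left out. For probes with several copies, features were also left out if marked as outliers or flagged, if outside 1.42 times the interquartile range of their on-chip copies, or if the coefficient of variation of their pixels exceeded 0.5. A probe with a single feature kept it in every case. The design holds 399 probes with 10 copies, and the others have a single feature. The geometric mean per probe was scaled to a 75th percentile of 1500, floored at 15 and converted to log2. Probes above the floor on at least 2 arrays were kept, 26009 of 39429. Gene names follow the accession, symbol or synonym in a gene table of GRCm38.p6, which was used for names alone: 26412 probes were named by accession, 3854 by symbol, 716 by synonym and 39 by another accession of the probe, while 8408 kept the name of the array design. Coordinates are those of the array files on mm9.

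The 3 group means were fitted to all 8 arrays with limma 3.58.1 in R 4.3.3, with an empirical Bayes variance and Benjamini-Hochberg adjustment over the probes at 0.05. Counts of higher and lower probes also require a 2-fold change. For a gene with several probes, the probe with the highest mean signal is given. Genes are named if the paper's text names them, if an entry of its Table 1 or Figure 1C calls for it, if they are among the 5 largest changes per comparison and direction whose groups do not overlap and whose arrays are all well above background, or if they belong to a list that passed its test. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. No probe was saturated on any array.

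Gene lists written before the data were examined, 15 in number, were tested in the 3 comparisons with limma's camera at a preset correlation of 0.01, with adjustment over all 45 tests. They cover interferon response, antigen presentation, enterocyte, Paneth, goblet, enteroendocrine, stem cell, proliferation, junction, mesenchymal, hypoxia, glucocorticoid, NF-κB, cholesterol synthesis and unfolded protein response genes. The fits were tested on simulated data: of 200 probes shifted by 2 on the log2 scale among 26009, limma recovered 181, 184 and 189 for IFN-λ2 against control, IFN-β against control and IFN-λ2 against IFN-β, with 3, 1 and 4 false calls. Of 45 simulated list tests, the 2 with a shift were called and none of the other 43. Simulated arrays and genes varied independently, so that these numbers test neither arrays that vary together nor the preset correlation of camera.

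Each slide held the arrays of 1 replicate number and was scanned together, so that slide, scan and replicate number are the same block. Whether the numbers pair the arrays was checked by the correlation of deviations from the group means across probes. For IFN-λ2 and IFN-β it was 0.184, 0.283 and 0.316 for replicates 1, 2 and 3, so that arrays of these groups with the same number deviate together. The fits reported have no block, as set before the data were examined. The fit with the replicate number as a block is an alternative, and its value is given where it changes a call or moves a number by more than 1.5 times. The position on the slide was the same for all arrays of a group, which therefore cannot be separated from the treatment.

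The alternatives set before the data were examined were normexp background correction, quantile normalization, no floor or a floor of 50, other filters on dim probes, the authors' deposited table, no exclusion of features, the replicate block, leaving out each array, fitting only the groups compared, a variance prior with trend, the methods' own tests, counting genes, other definitions of the fold and of the groups, and other list tests. The normexp setting started from the mean and background signals, added an offset of 50 units to every feature and excluded no flagged or outlying features. A ratio of medians was added after the data were seen. The name of 1 probe that matches an entry of Table 1 is not reported here.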

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

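Of the tests below, the one on the mesenchymal list under another scaling and the count of the other 157 probes near background were chosen only after the result was seen.

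The paper reports genes that rise. After IFN-λ2, 305 probes were also lower than in untreated cells, against 8 after IFN-β, in data the paper does not discuss. The largest decreases measured on all arrays were those of Derl3 (log2 change -2.97), Gc (-2.28), Nsg1 (-2.16), Megf6 (-2.14) and Slurp1 (-2.14). Derl3 also had a log2 change of -1.42 after IFN-β, which was not called (adjusted p = 0.259 from limma). Its difference between the cytokines was not called either (adjusted p = 0.0523 from limma). After IFN-β the others of these genes changed by -0.16 to 0.20. Another probe of Megf6 was not well above background with IFN-λ2 or in the control. A difference in scaling between arrays is argued against by quantile normalization, which gave 292 lowered probes, 280 of them among the 305, with a median change of all probes of 0.00 in the main setting and -0.03 with quantile normalization. The number is sensitive to the normexp setting: with normexp it was 72, of which 68 were among the 305, while the median change of all probes moved to 0.11. The share of higher probes among those changed after IFN-λ2 was 69.6% in the main setting, 87.6% with normexp and 70.4% with quantile normalization. The normexp setting also added an offset of 50 units to every feature, which shrinks the folds of dim probes. How much of the lower number comes from this offset was not tested.

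Of all probes, 438 were changed with IFN-λ2 against control and against IFN-β and not with IFN-β, in either direction, 305 of them higher and 133 lower than control. Of the 438, 281 are well above background on all 8 arrays. The pattern was found for 1.39% of the probes well above background on all 8 arrays and for 2.73% of the other probes. A probe that rises from background cannot be well above it on all 8 arrays, so that an effect of signals near background on the number cannot be told apart from a change of the transcripts, nor can it for the other 157 of the 438 by themselves. A defect on the surface of the arrays is argued against by the place of the probes, whose median distance to the nearest other one was 5.39 feature steps over the 432 probes with a single feature, where random probes gave 4.47 to 5.10 in 95% of 1000 draws, so that they do not lie closer together. The share of the log2 change with IFN-λ2 that was also seen with IFN-β had a median of 95.0% for the interferon list (quartiles 88.1% and 97.8%), of 41.7% for 530 raised probes well above background on all arrays (11.9% and 86.1%) and of 21.1% for 189 such lowered probes (7.09% and 34.5%). Genes that need a stronger stimulus would also give shares that differ between genes, and each cytokine was used at 1 dose. A stronger stimulus of the same response by IFN-λ2 therefore cannot be told apart on these arrays from a difference between the cytokines. The paper chose doses with a similar, submaximal Mx2 response to both cytokines, and Mx2 rose 21.9-fold with IFN-λ2 and 18.6-fold with IFN-β here. The paper also reports that IFN-β did not raise Mmp7 and Serpinb1a at other times. A similar Mx2 response does not exclude the explanation for genes that need a stronger stimulus than Mx2. Among 8 lists of differentiation genes, 1 moved with IFN-λ2 against IFN-β with camera, the mesenchymal one, and with fry the goblet and enteroendocrine lists passed as well, so that another state of epithelial differentiation in the IFN-λ2 wells cannot be told apart from an effect of the cytokine. All arrays of a group had 1 position on the slide, and position cannot be told apart from treatment either. Of 10 splits of the 6 arrays, 1, the real one, had as many as 375 higher probes, and 1 as many as 199 lower probes; 10 splits cannot exclude chance at 0.05. Every other split mixes arrays of both cytokines, so that a real difference adds to its spread, and the low numbers of the other splits, 0 for those that part all 3 pairs, are no evidence against chance.

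The mesenchymal list was lower after IFN-λ2 than in the control (adjusted p = 0.0002079 with camera, median log2 change -0.57, 10 of 11 genes lower) and than after IFN-β (adjusted p = 2.9e-06, 11 of 11 lower). It did not move after IFN-β (adjusted p = 0.955, median 0.07). Log2 changes of single genes were -1.26 for Twist1, -1.12 for Zeb1 and -1.05 for Sparc, which were called (Sparc was under 2-fold with the replicate block), and -0.91 for Snai2 and -0.87 for Vim, which were under 2-fold. With normexp, Twist1 and Zeb1 also changed less than 2-fold. With quantile normalization the adjusted p against control was 0.00035. Camera sets the list against all other probes, so that a shift common to all probes cancels with either scaling, and this test decides nothing on scaling. Over the alternatives it ranged from 2.13e-05 to 0.168. It held with fry (0.0015) and was lost when camera estimated the correlation within the list (0.168), where 1 of all 45 tests passed. The list is short and 1 of its genes was not measured on both control arrays. A change of the cells in the IFN-λ2 wells may lie behind it, and no biological explanation was tested.

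With IFN-β and not IFN-λ2, 13 probes were higher than control, a group the paper does not discuss. They carry the names ENSMUST00000080361, Daxx, Ccl8, Hap1 (2 probes), Plekha4, Rasgef1b, Mov10, Apod, Angpt1, Tor1aip1, Nlrc5 and Gm11563. Apart from ENSMUST00000080361, these names were chosen after their values were seen. Of these, 5 were also higher with IFN-β than with IFN-λ2: ENSMUST00000080361 (at least 7.34-fold with IFN-β over control), Gm11563, Angpt1, Ccl8 and Plekha4. Of the others, Daxx reached 1.05 with IFN-β and 0.99 with IFN-λ2, on either side of the 2-fold limit. No explanation was tested for this group.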

How the results depend on the processing

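The ratio of medians was the alternative chosen only after the result was seen. Settings were changed one at a time. No called result changed its direction under any alternative, for the counts, the lists and the named genes run here.

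Of the counts, the number of probes differing among the 3 groups, 4013, was 1800 with normexp, 2528 with the replicate block and 2441 with the methods' F-test at its p. Leaving out each array gave 1962 to 3906, the lowest without IFN-λ2 replicate 1; it was 2639 and 2479 without IFN-λ2 replicates 2 and 3. With fewer arrays the spread is estimated from fewer values.

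With normexp, 72 probes were lower with IFN-λ2 than control, 1 lower with IFN-β than control, 244 higher and 36 lower with IFN-λ2 than IFN-β. Higher calls made up 87.6% of the probes changed by IFN-λ2 against control, and 87.1% of those against IFN-β, in place of 69.6% and 65.3%. With a floor of 50 the lower probes were 197, 2 and 123 in the same order. The cause was not tested, and the offset of normexp was not set apart from its background correction.

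With the methods' tests at their p, 297 probes were higher and 62 lower with IFN-λ2 than control, 3 were lower with IFN-β than control, and 202 were higher and 83 lower with IFN-λ2 than IFN-β. After Benjamini-Hochberg the numbers were 449, 138, 2, 285 and 127, and 76 probes were higher with IFN-β than control. These tests use the spread of each probe and pair of groups alone.

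Leaving out each array gave 240 to 424 probes lower with IFN-λ2 than control and 336 to 376 higher with IFN-λ2 than IFN-β. Probes lower with IFN-β than control numbered 8 and depended on single arrays, from 2 to 82, with 82 without control replicate 2 and 78 without control replicate 3; with 1 control array the lone array is assumed to vary like the other groups. This number was 4 with the replicate block and 3 with the arrays of the 2 groups alone, and 29 at an unadjusted p under 0.05 and 2-fold with limma. Probes lower with IFN-λ2 than IFN-β ranged from 145 to 435, with 435 without IFN-β replicate 2.

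The replicate numbers do not pair the control arrays with the others (correlations of deviations 0.019, 0.0013, 0.09996 and -0.051). With the replicate block, 663 probes were higher and 282 lower with IFN-λ2 than control, 213 higher with IFN-β, and 365 higher and 200 lower with IFN-λ2 than IFN-β. Among the named genes, the block took Sparc (IFN-λ2 against control), Nemp2 and Fam174b (IFN-β against control) below the threshold and brought Derl3 (IFN-λ2 against IFN-β) above it. Of the lists, the cholesterol list (IFN-λ2 against control) and the hypoxia list (IFN-β against control) no longer passed. The block changed no other call among the named genes and lists. The slide as a separate block was not run, since the slide is the replicate number.

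Among the top 100 results, a ratio threshold of 1.5 gave 43 strongly induced probes. The correlation was 0.646 with normexp and 0.391 with no floor, and 0.447 to 0.537 with each array left out. The number of rows of Table 1 ranged from 59 with no floor to 72 when genes were ranked. Of 45 list tests, 12 passed with camera, 14 with fry and 1 with an estimated correlation, which was the interferon list after IFN-β.

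For the named genes, 23 values lost and 4 gained their call in other settings, 13 of the losses with normexp; with an array left out, 26 were lost and 9 gained. For genes dim in the control, signal over background limits the fold to a bound.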

Differences from the paper's values

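The ratio of medians was chosen only after the result was seen.

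The paper reports 2465 differentially regulated genes; 4013 probes differed here. Of the alternatives set before the data were examined, the value fell within 1.5 times the paper's with normexp (1800), the replicate block (2528), the methods' F-test at its p (2441) and after Benjamini-Hochberg (3359), counting genes (3606), and without control replicate 2 (3206), control replicate 3 (3000), IFN-λ2 replicate 1 (1962), 2 (2639) or 3 (2479), IFN-β replicate 2 (3499) or 3 (2820). It did not with quantile normalization (4194), no floor (3849), a floor of 50 (4607), the stricter (4585) or no filter (3856), the deposited table (4070), no exclusion of features (4016), a variance prior with trend (4828) or without IFN-β replicate 1 (3906).

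Of the folds in Table 1, 99 could be compared for IFN-λ2 and 95 for IFN-β, and 9 and 8 differ. The folds here are those of the probe with the highest mean signal of the gene or accession that the row prints. For Iigp1 the paper's folds are 22.93 with IFN-λ2 and 12.41 with IFN-β, and 7.25 and 3.98 were found. For Sp110 they are 17.45 and 3.95, against 1.32 and 1.21. For Ube2l6 they are 15.38 and 12.34, against 4.16 and 3.66. For Trim12c the paper's IFN-λ2 fold is 10.5, against 5.84. For Gbp6 they are 9.99 and 6.01, against 17.7 and 14.2. For Oas4, Zbp2 and Dhx59 the rows print the accessions of Oas3, Zbp1 and Dhx58: the paper's folds are 7.04 and 3.98, 6.99 and 6.35, and 6.98 and 1.01, against 41.6 and 22.8, 38.2 and 35.3, and 32.4 and 19.7. For Pydc3 they are 6.03 and 2.21, against 1.77 and 1.31. None of the 19 alternatives run for these folds brings them within the paper's, except normexp for Gbp6 (10.3 and 8.44).

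A ratio of medians of the deposited table, chosen after seeing the values, gives both printed folds of all 100 rows within 0.0051, each for exactly 1 probe. In 94 rows that probe carries the gene of the row, Iigp1, Sp110, Trim12c, Gbp6 and Pydc3 included, by another probe than the one above. In the other 6 it carries another name. The probe of Ube2l6 is ENSMUST00000111637, that of Ifi204 is LOC100048309, that of Foxf1 is ENSMUST00000098351, that of Oas4 is a probe of Iigp1 and that of Dhx59 is Gcnt3.

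The paper lists Slc4a7 among gene products of its IFN-λ2 profile. Neither of its probes was higher with IFN-λ2 than control here (log2 changes -0.20 and 1.66, adjusted p = 0.159 and 0.526 from limma), and no alternative run for the first probe called it.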

Other observations

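The tests on Slc4a7, on probes far above all other arrays and on shared slides were chosen only after the result was seen.

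Over all 26009 probes the log2 changes with IFN-λ2 and IFN-β had a Pearson correlation of 0.667, above the 0.577 to 0.621 that 95% of 200 simulations of unchanged groups with the same shared controls gave. Arrays of the same replicate number lay on 1 slide, and the IFN-λ2 and IFN-β arrays of a slide varied together, with a mean correlation of 0.261. With this correlation simulated as well, unchanged groups gave 0.685 to 0.726, above the observed value. The observed correlation lies between the 2 ranges, neither simulation reproduces it, and how much of it comes from shared arrays stays open.

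The 2 probes of Slc4a7 had a Pearson correlation of 0.221 over the 8 arrays (exact permutation p = 0.597, two-sided) and a Spearman correlation of 0.00 (exact permutation p = 1). Without the 2 arrays farthest from the median, r was 0.670. The probe that varied spanned 5.36 on the log2 scale and the other one 0.356. The probe with the narrow range was well above background on all 8 arrays, between 10.9 and 11.3 on the log2 scale. A change of a transcript that both probes measure would move both. These ranges therefore argue against such a change as the source of the variation. Whether the variation is one of a form that only 1 probe measures stays open.

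On each array, between 13 and 62 probes lay more than 3 on the log2 scale above all other arrays. On all 8 arrays they lie closer together than in 97.5% of 1000 random draws, for instance at a median of 1.41 feature steps on the array of control replicate 2, where random draws gave 11.3 to 18.7. A defect on the surface is a candidate explanation. Of these 256 probes, 66 are among the probes tested. Of the 66, limma called 0 higher or lower in any comparison, with 3 at an unadjusted p under 0.05 and 2-fold, and the methods' t-test after Benjamini-Hochberg adjustment called 0. A probe far above its own replicates has a large spread and can hardly be called, so that these numbers do not show that such probes leave the comparisons untouched.

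Actb did not differ from control after IFN-λ2 (log2 change 0.10, adjusted p = 0.528) or IFN-β (0.17, adjusted p = 0.559), and its change after IFN-λ2 was -0.01 with quantile normalization and without control replicate 3. The receptor genes Ifnlr1, Il10rb, Ifnar1 and Ifnar2 had log2 changes of -0.04, -0.16, 0.03 and -0.07 with IFN-λ2, and none of the 4 was called by limma.

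Of the lists other than the mesenchymal one, the interferon and antigen presentation lists rose with both cytokines and were higher with IFN-λ2 than with IFN-β (median log2 differences 0.19 and 0.27). The cholesterol synthesis list was lower with IFN-λ2 than control (median log2 change -0.27, adjusted p = 0.0406) and than IFN-β (-0.31, adjusted p = 0.000915). The hypoxia and unfolded protein lists were lower with IFN-β than control (-0.15 and -0.18). With the replicate block, the cholesterol list against control (adjusted p = 0.0666) and the hypoxia list (adjusted p = 0.0878) no longer passed. With fry, the calls of the hypoxia and unfolded protein lists and that of the cholesterol list against control were lost, and the other 9 of the 12 calls held. With an estimated correlation, the interferon list after IFN-β was the call that held. The enterocyte, Paneth, goblet, enteroendocrine, stem cell, proliferation, junction, glucocorticoid and NF-κB lists passed in no comparison with camera. With fry, 5 of these passed in 1 comparison each: the enterocyte and NF-κB lists for IFN-λ2 against control, the glucocorticoid list for IFN-β against control, and the goblet and enteroendocrine lists for IFN-λ2 against IFN-β. Within the enterocyte list genes went both ways, with log2 changes of 1.38 for Lct and -1.38 for Mep1a after IFN-λ2, both under 2-fold with normexp.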
